# Effects of wheat germ diet on intestinal antioxidant capacity, immunological function and gut microbiota of Sichuan white geese

**DOI:** 10.3389/fmicb.2024.1435454

**Published:** 2024-09-11

**Authors:** Xin Wang, Dongmei Jiang, Xiaoguang An, Shuo Li, Yuxin Qi, Yujie Yang, Zelong Wang, Qian Sun, Weikang Ling, Chengweng Ji, Yuxuan Qi, Hengyong Xu, Chunchun Han, Hua Zhao, Bo Kang

**Keywords:** Sichuan white geese, wheat germ diet, intestinal flora, intestinal barrier, intestinal health

## Abstract

**Background:**

Wheat germ is known for its antioxidant, anti-inflammatory, and disease resistance properties in animals. However, its effect on the gut of Sichuan white geese remains unclear.

**Method:**

In this study, thirty 250-day-old geese were divided into three equal groups, the control group, LWG group (21.8% wheat germ) and HWG group (43.6% wheat germ), the experiment lasted 12 weeks. We assessed various aspects of geese intestinal health, including barrier function, digestibility, antioxidant capacity, immunity, microbiota, and metabolism.

**Results:**

The study revealed a significant increase in villus height (VH), villus height-to-crypt depth (VH/CD) ratio, amylase, and lipase activities in the duodenum and ileum, increased putrescine levels in the duodenum and jejunum, as well as spermidine levels in the jejunum (*P* < 0.05). LWG increased the total antioxidant capacity (T-AOC) in the duodenum, while decreasing levels of intestinal malondialdehyde (MDA), serum lipopolysaccharide (LPS), interleukin-6 (IL-6), and diamine oxidase (DAO) activity (*P* < 0.05). Furthermore, LWG increased the relative abundance of *Oscillospiraceae_unclassified*, *Ligilactobacillus*, and *Roseburia*, as well as increased levels of acetic acid, butyric acid, and valeric acid, while decreasing the relative abundance of *Subdoligranulum*, *Flavonifractor*, and *Klebsiella*. Additionally, we observed 17 up-regulated genes and 25 down-regulated genes in the jejunum, which are associated with the cell cycle and immunity. These genes play roles in pathways such as the p53 signaling pathway, cell cycle regulation, and pathways associated with immune modulation. On the other hand, HWG increased intestinal VH and spermidine levels, as well as amylase and lipase activities in the duodenum (*P* < 0.05). It also elevated ileal T-AOC and sIgA levels (*P* < 0.05), while reducing intestinal MDA content, serum LPS levels, DAO activity, and propionic acid in cecum contents (*P* < 0.05). Moreover, HWG increased the relative abundance of *Ligilactobacillus*, *Oscillospiraceae_unclassified*, and *Roseburia* (*P* < 0.05).

**Conclusion:**

Overall, wheat germ diets, particularly the LWG diet demonstrated the ability to enhance antioxidant capacity, digestibility, immunity, and barrier properties of the intestinal tract, while modulating the gut microbiota and metabolism. Therefore, wheat germ diets hold promise in improving intestinal health by preserving barrier function and regulating flora structure.

## 1 Introduction

The intestine plays a pivotal role as the host’s largest immune organ, significantly impacting the production capacity and overall health of animals (de Vos et al., 2022; Shan et al., 2024). Maintaining intestinal health involves several key factors, including complete gut morphology, a robust immune system, effective barrier function, and a stable microbial composition (Shehata et al., 2022). In addition to its primary function of digesting and absorbing nutrients in poultry, the gut serves as a natural defense mechanism, upholding the stability of the internal environment (Wang et al., 2013; Wen et al., 2024). A well-functioning intestinal barrier allows for the absorption of beneficial nutrients while effectively preventing the ingestion of harmful substances. Conversely, any compromise in the integrity of the barrier can result in the ingestion of pathogens and toxins, disrupting the delicate balance within the intestine (Khoshbin and Camilleri, 2020; Zhu La et al., 2024). Intestinal flora not only serves as a source of nutrients for the host and helps maintain intestinal homeostasis but also plays a crucial role in enhancing mucosal immune function, promoting the development and maturation of immune organs, and improving both specific and non-specific immune responses in animals (Jandhyala et al., 2015; Luthold et al., 2017).

Wheat germ, a by-product of wheat, constitutes approximately 2% to 3% of the total weight of wheat and boasts a wealth of bioactive components, including polyamines, carotenoids, tocopherols, flavonoids, policosanols, phytosterols, and other valuable compounds, which impart antioxidant and anti-inflammatory properties (Telekes et al., 2007; Naureen et al., 2022). In animal models, wheat germ has demonstrated promising anti-tumor properties and the ability to confer resistance against inflammation (Ojo et al., 2017). Notably, fermented wheat germ has shown potential in improving neurotransmitters in the hippocampus of depressed rats through the brain-gut axis. This fermentation process also remodels the structure of the intestinal flora, restores amino acid metabolism function, and ameliorates stress-induced depressive behavior in rats (Hu et al., 2023). Research has reported that daily intake of 300 mg/kg of wheat germ in the diet can significantly enhance the antioxidant capacity in the bodies of mice on a high-fat diet, and wheat germ has exhibited remarkable efficacy in reducing senile osteoporosis in elderly rats through the regulation of the OPG/RANKL/RANK/TRAF6 pathway and mitigation of oxidative stress levels (Wang et al., 2022; Liu et al., 2022). Additionally, a diet containing 10% wheat germ can reduce pro-inflammatory factors, increase the expression of intestinal tight junction proteins, improve intestinal barrier integrity, and alleviate intestinal inflammation through the IL-22 signaling transduction pathway and the pSTAT3 signaling pathway in mice with intestinal inflammation (Alake et al., 2023). In human studies, wheat germ has been found to significantly increase the activity of serum alanine aminotransferase and γ-glutamyltransferase, enzymes associated with hepatic steatosis, while improving total antioxidant capacity and reducing serum total cholesterol and triglyceride levels, thereby aiding in the attenuation of fatty liver degeneration (Salehi-Sahlabadi et al., 2022). In addition, wheat germ has demonstrated preventive effects against the development of colon cancer, breast cancer, and cardiovascular disease (Naureen et al., 2022). However, the effects of wheat germ on the intestinal barrier and flora structure of geese remain unclear. Therefore, this study intended to investigate the effects of wheat germ diets on the intestinal health of Sichuan white geese, with the objective of shedding light on potential strategies to enhance animals’ production performance and explore alternatives to antibiotic usage.

## 2 Materials and methods

### 2.1 Animals and diets, and experimental design

The experimental protocols involving Sichuan white geese were conducted in accordance with the guidelines provided by the Animal Ethics Committee of the College of Animal Science and Technology, Sichuan Agricultural University (permit number: DKY-B2021302175).

Thirty female Sichuan white geese, aged 250 days, possessing similar health status and weight, were randomly assigned to three groups, with ten geese in each group (*n* = 10). All geese were reared under identical environmental conditions in Ya’an, Sichuan, China, and had free access to drinking water. During the experiment, all geese were raised in a closed cage with a density of 0.5m^2^ per goose, they were fed three times a day, at 8:00 am, 14:00 pm, and 19:00 pm. The experiment ran for 12 weeks after 1 week of pre-feeding. The Control (Con) group was fed a corn-soybean meal basal diet (DM basis), while the Low Wheat Germ (LWG) group received a diet containing 21.8% wheat germ (Leader S249 Silver Star Powder Co., Led., Dezhou, China). The High Wheat Germ (HWG) group was provided with a diet comprising 43.6% wheat germ. The formulation of the feed, including the elemental diet composition and nutritional content, was designed based on the Chinese Feed Composition and Nutritional Value Table, as outlined in Table 1. The nutritional composition of the feed was kept consistent for all three groups of Sichuan white geese. The body weight was measured on day 0 and 84, and then the determination of average daily gain (ADG) was calculated. Total feed intake was recorded and then the average daily feed intake (ADFI) was calculated.

**TABLE 1:** Composition and nutrient levels of Sichuan white geese (DM basis).

Project	Con	LWG	HWG
**Ingredients(100%)**			
Wheat germ	–	21.80	43.60
Corn	41.84	41.41	42.20
Unite bran	11.00	6.40	2.32
Wheat bran	5.00	4.00	1.00
Soybean meal	20.00	10.00	1.00
Rapeseed meal	6.90	4.20	1.00
Soybean oil	6.30	3.20	–
Salt	0.30	0.30	0.30
Calcium hydrogen phosphate	1.40	1.15	1.05
Calcium carbonate	6.70	7.00	7.00
Methionine	0.06	0.04	0.03
Choline chloride	0.10	0.10	0.10
Premix	0.40	0.40	0.40
**Total**	100	100	100
**Nutrient level**			
Metabolizable energy	10.63	10.61	10.62
Crude protein	16.58	16.54	16.56
Calcium	2.89	2.89	2.81
Available phosphorus	0.37	0.36	0.37
Lysine	0.74	0.74	0.75
Methionine	0.32	0.31	0.31
Cystine	0.30	0.30	0.30
Threonine	0.63	0.63	0.63
Crude fiber	6.27	6.29	6.29

Premix provides the following per kilogram of diet: vitamin A 6000 IU, vitamin B_1_ 1.2 mg, vitamin B_2_ 2.4 mg, nicotinic acid 20 mg, vitamin B_6_ 3 mg, vitamin D_3_ 1500 IU, vitamin E 10 IU, vitamin K_3_ 2.4 mg, vitamin B_12_ 0.01 mg, biotin 0.15 mg, calcium pantothenate 10 mg, Fe 85 mg, Zn 80 mg, Cu 8 mg, I 1 mg, Mn 85 mg, Se 4.5mg.

### 2.2 Sample collection

At the end of the 12-week experimental period, for each group, blood samples were obtained from four randomly selected geese using the inferior pterygoid vein. The collected blood samples were then centrifuged at 2,000 × g for 15 min, and the resulting serum was stored at −80°C until further analysis. Subsequently, the geese were humanely euthanized by bleeding through the neck. The abdominal cavity was promptly opened, and the duodenum, ileum, and jejunum from three geese were fixed in 4% paraformaldehyde for subsequent histological examination. The remaining intestinal tissue from the remaining geese was carefully collected and stored at −80°C for further analysis.

### 2.3 Histomorphometry of intestinal tissue

To analyze the histomorphology of the intestinal tissue, the tissue specimens were initially washed with phosphate buffered saline to remove any residual blood and gently dried with filter paper. Subsequently, the fixed intestinal tissue underwent a dehydration process using a series of ethanol solutions with gradually increasing concentrations (75, 85, 90, 95, and 100%). The tissue samples were then equilibrated in xylene before being embedded. Following the dewaxing step, tissue sections with a thickness of 4–5 μm were prepared. To visualize the morphological features of the intestinal tissue, these sections were stained with hematoxylin and eosin (H&E). The stained tissue sections were observed under light microscopy equipped with a digital camera, and images were captured for further analysis.

### 2.4 Determination of polyamines

For the analysis of polyamines, 0.1 *g* of the weighed intestinal sample was homogenized using a glass homogenizer in 1.5 mL of 5% HClO_4_. The homogenate was then incubated at 40°C for 60 min to facilitate the benzoyl chloride derivatization of polyamines, following the method described by Kang et al. (2017). Subsequently, benzoylated polyamines were separated using a C18 extraction column. The analysis procedure was as follows: a mobile phase consisting of 62% methanol and 38% ultrapure water was used. Each sample was analyzed for a duration of 20 min, maintaining a constant temperature of 39°C for the extraction column. The flow rate was set at 1 mL/min, and the UV wavelength for detection was set at 229 nm. To ensure accuracy, the results were normalized using 1,6-hexanediamine (Sigma, USA) as the internal standard. Standard curves for putrescine, spermidine, and spermine (all from Sigma, USA) were utilized for quantification purposes.

### 2.5 Determination of short-chain fatty acids

An appropriate amount of cecal contents was weighted and thoroughly mixed with ultrapure water. The mixture was then allowed to stand still and subsequently centrifuged at 4°C for 10 min at 12,000 × g. The resulting supernatant was collected, and to this, 0.2 mL metaphosphoric acid and 23.3 μL of a 210 mmol/L crotonic acid solution were added. The mixture was left to stand for 30 min before being centrifuged again for 10 min at 8,000 × g. A 0.3 mL portion of the supernatant was collected and mixed with 0.9 mL of chromatographic methanol. The sample mixture was then subjected to filtration using a 0.22 μm membrane before being analyzed for short-chain fatty acids using a gas chromatograph.

### 2.6 Antioxidant capacity detection kit

The appropriate amount of intestinal tissue samples were weighed, and 1mL of ice-cold phosphate buffered saline was added for homogenization. The homogenate was then centrifuged at 12,000 × g for 5 min at 4 °C, and the resulting supernatant was collected and filtered through a 0.22 μm pore size filter. The protein concentration of the intestinal tissue homogenate was determined using the BCA detection kit (Beyotime, China), and the obtained protein solution was used directly for malondialdehyde (MDA) detection.

The Thiobarbituric Acid storage solution and working solution were prepared accordingly. The samples were added to the detection wells and heated at 100°C for 15 min. After cooling to room temperature, the samples were centrifuged at 1000 × g for 10 min, and 200 μL of the supernatant was transferred to a 96-well plate for detection.

The 2,2′-Azino-bis (3-ethylbenzothiazoline-6-sulfonic acid) master mix was prepared following the Total Antioxidant Capacity (T-AOC) instructions. The mixture was stored at room temperature, protected from light, for 14 hours. Trolox, a known antioxidant, was diluted to the appropriate concentration in phosphate buffered saline. The reagents were added to the corresponding wells of the plate, and the absorbance at 734 nm was measured. The MDA and T-AOC contents were then calculated based on the standard curve and protein concentration obtained.

### 2.7 Detection of blood indicators using ELISA kit

Prior to analysis, the serum samples were thawed at 4°C and thoroughly mixed. Enzyme-linked immunosorbent assay (ELISA) kits from Meimian Industrial Co., Ltd. (Jiangsu, China) were utilized to assess levels of Immunoglobulin A (IgA), Immunoglobulin M (IgG), IL-1β, IL-6, IL-10, amylase, lipase, trypsin, Lipopolysaccharide (LPS), diamine oxidase (DAO) in the serum, as well as intestinal secretory immunoglobulin A (sIgA). The ELISA kit instructions were followed accordingly. Specimens, standards, and HRP-labeled detection antibodies were added to pre-coated antibody microplates, followed by incubation, and washing, and color development using the substrate TMB. Subsequently, the absorbance was measured at a wavelength of 450 nm.

### 2.8 16S rRNA amplicon sequencing and bioinformatics

Intestinal contents of six geese in each group were randomly selected for 16S rRNA amplicon sequencing, DNA extraction from different samples followed the CTAB protocol as per the manufacturer’s instructions. The resulting total DNA was eluted in 50 μL of Elution buffer and stored at −80°C. The quality and integrity of each DNA sample were assessed by electrophoresis in a 1% agarose gel with Tris-acetate-EDTA (TBE) buffer. The DNA concentration was quantified using a spectrophotometer. PCR amplification was performed in a 25 μL reaction mixture containing 25 ng of template DNA, 12.5 μL of PCR Premix, 2.5 μL of each primer, and PCR-grade water to adjust the volume. The PCR products were confirmed by 2% agarose gel electrophoresis. The amplicon pools were prepared for sequencing, and the size and quantity of the amplicon library were assessed using the Agilent 2100 Bioanalyzer (Agilent, USA) and the Library Quantification Kit for Illumina (Kapa Biosciences, Woburn, MA, USA), respectively. The libraries were sequenced on the NovaSeq PE250 platform. The removal of chimeric and redundant sequences was performed in this step, followed by the selection of operational taxonomic units (OTUs) based on a 97% similarity threshold specific to the 16S rRNA V3-V4 region. Next, the OTUs were taxonomically annotated using the Silva (release 138) database. Sequence data analyses were mostly processed using QIIME2 and R package (v3.5.2). Alpha diversity (α-diversity) indexes, including Chao1 richness estimator, Shannon diversity index, Simpson index, observed species, and Goods coverage, were calculated in QIIME2 and displayed as box plots to reflect the richness and uniformity of cecal microbial communities. The structural variation of microbial communities among samples was investigated by beta diversity (β-diversity) analysis, which was carried out using UniFrac distance metrics, and the results were illustrated via principal coordinate analysis.

### 2.9 Transcriptome sequencing

RNA sequencing was performed on jejunal tissue from four randomly selected geese in each group. Total RNA was extracted and purified using Trizol reagent (Invitrogen, USA) following the manufacturer’s procedure. The quantity and purity of each RNA sample were determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop, USA). RNA integrity was assessed using the Bioanalyzer 2100 system (Agilent, USA), ensuring a RIN number > 7.0, and confirmed by denaturing agarose gel electrophoresis. Paired-end sequencing (PE150) with a read length of 2 × 150bp was performed on an Illumina Novaseq™ 6000 platform (LC-Bio Technology CO., Ltd., China). To preprocess the sequencing data, the fastp software was employed to remove reads containing adaptor contamination, low-quality bases, and undetermined bases, using the default parameters. The reads were then mapped to the reference genome of the Sichuan white goose (GCA_002166845.1) using HISAT2. After the final transcriptome was generated, StringTie was used to estimate the expression levels of all transcripts, and FPKM was calculated as a measure of mRNA expression level. Differentially expressed mRNAs were identified based on a fold change > 1.5 or fold change < 0.5, and statistical significance was determined using a parametric F-test comparing nested linear models (*p*-value < 0.05) with the R package edgeR. Finally, both Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment analysis were performed using DAVID software.^1^

### 2.10 Statistical analysis

The statistical analysis of the data was performed using the general linear model program SPSS (SPSS Inc., Armonk, NY, USA). Data were tested for normality (Shapiro–Wilk test) and homogeneity of variance (Levene’s test) at a significance level of 5% prior to further analysis. Duncan multiple comparisons in one-way analysis of variance (ANOVA) were used to test the significance of differences between groups. with a significance level set at *P* < 0.05. The data are presented as means ± SEM, and each assay included a minimum of three independent samples. Graphs were generated using Origin software (Version 2023b, Northampton, MA, USA).

## 3 Results

### 3.1 Effect of wheat germ diet on body weight and feed intake

Table 2 presents the ADG and ADFI of the geese. There were no significant differences in ADG and ADFI among the treatment groups (*P* > 0.05).

**TABLE 2:** Effect of spermidine-rich diet on average daily gain and average daily feed intake.

Parameters	Con	LWG	HWG	SEM	P-value
Initial body weight/kg	3.87	3.66	3.78	0.10	0.623
Final body weight/kg	4.43	4.30	4.40	0.11	0.50
Average daily gain/g	6.90	7.62	7.38	0.48	0.16
Average daily feed intake	187.72	188.14	171.43	9.65	0.403

Effect of spermidine-rich diet on average daily gain and average daily feed intake Data are presented as the mean ± SEM (*n* = 10 per group). Different letters denote significant differences between groups (*P* < 0.05), while the same letters indicate no significant difference (*P* > 0.05).

### 3.2 Promoting intestinal development

The effects of wheat germ on intestinal morphology changes are shown in Figure 1 and Table 3. Compared to the control group, the LWG group exhibited a remarkable enhancement in intestinal VH and VH/CD (*P* < 0.05). Additionally, the duodenum and ileum CD were decreased by 8.27 and 15.08%, respectively, while the jejunum CD remained unchanged (*P* > 0.05). In the HWG group, the intestinal VH was significantly increased by 10.12%, and CD in the duodenum and ileum was reduced by 14.40 and 12.44% (*P* < 0.05), respectively. Furthermore, the ileum VH/CD was significantly increased (*P* < 0.05), while the duodenum VH/CD remained unchanged (*P* > 0.05; Table 2).

**FIGURE 1:**
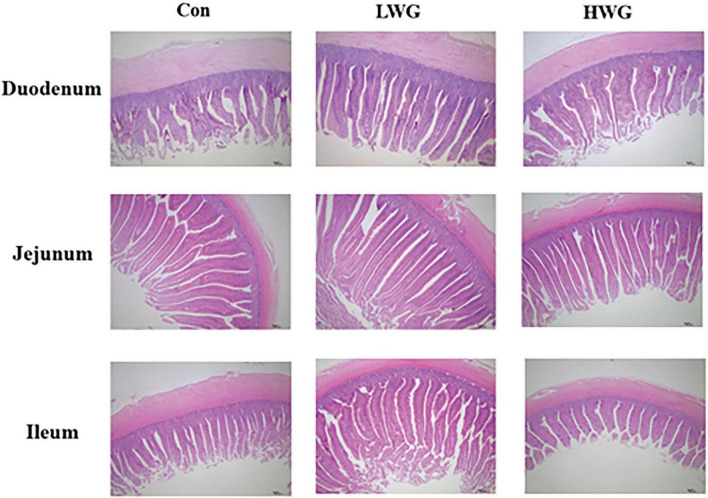
Effect of wheat germ diets on duodenal, jejunal and ileal morphology.

**TABLE 3:** Effects of wheat germ on intestinal VH, CD, and VH/CD.

Para-meters	Con	LWG	HWG	SEM	*P*-value
**Duodenum**					
VH, μm	968.95^c^	1312.74^a^	1067.04^b^	28.18	< 0.001
CD, μm	281.00^a^	257.75^b^	240.53^b^	4.47	0.010
VH/CD	3.34^b^	4.13^a^	3.67^b^	0.10	0.010
**Jejunum** VH, μm	1581.68^b^	1911.37^a^	1884.79^a^	35.50	< 0.001
VH, μm	1581.68^b^	1911.37^a^	1884.79^a^	35.50	< 0.001
CD, μm	182.68	188.55	206.3	4.56	0.161
VH/CD	8.79^b^	10.38^a^	8.97^b^	0.25	0.015
**Ileum** VH, μm	1601.89^b^	1981.99^a^	2044.82^a^	50.00	< 0.001
VH, μm	1601.89^b^	1981.99^a^	2044.82^a^	50.00	< 0.0001
CD, μm	240.33^a^	203.06^b^	210.44^b^	5.26	0.009
VH/CD	6.11^b^	7.60^a^	7.42^a^	0.20	0.002

VH, Villus height, CD: Crypt depth, VH/CD: Villus height to crypt depth ratio. Data are presented as the mean ± SEM (*n* = 3 per group). Different letters denote significant differences between groups (*P* < 0.05), while the same letters indicate no significant difference (*P* > 0.05).

### 3.3 Increasing intestinal polyamine levels

The effect of wheat germ on intestinal polyamine levels is shown in Table 4. In comparison to the control group, the duodenal putrescine levels was significantly higher in the LWG group by 30% (*P* < 0.05), while spermidine and spermine levels remained unchanged (*P* > 0.05). In contrast, the levels of spermidine and spermine increased by 19.46 and 19.95% in the HWG group, and levels of putrescine and spermidine were elevated by 59.69 and 43.12% in the LWG group (*P* < 0.05), while spermine levels remained unaltered (*P* > 0.05). On the other hand, the levels of putrescine and spermine decreased by 23.58 and 12.67% in the HWG group (*P* < 0.05), along with an increase in spermidine levels (*P* > 0.05). In the ileum, the spermine levels reduced by 17.4% in the LWG group (*P* < 0.05), while putrescine and spermidine levels remained unchanged (*P* > 0.05). Conversely, the HWG group exhibited a significant increase in spermidine levels and a decrease in spermine levels (*P* < 0.05).

**TABLE 4:** Intestinal putrescine, spermidine, and spermine contents.

Para-meters	Con	LWG	HWG	SEM	*P*-value
**Duodenum**					
Putrescine, mg/kg	28.43^b^	36.96^a^	28.59^b^	1.35	0.071
Spermidine, mg/kg	400.00^b^	454.01^ab^	477.83^a^	12.70	0.034
Spermine, mg/kg	448.28^b^	652.82^ab^	559.99^a^	25.72	0.090
**Jejunum**					
Putrescine, mg/kg	32.57^b^	52.01^a^	24.89^c^	0.41	< 0.001
Spermidine, mg/kg	310.78^b^	444.79^a^	403.00^a^	37.88	< 0.001
Spermine, mg/kg	561.90^a^	527.72^a^	490.72^b^	49.14	< 0.001
**Ileum**					
Putrescine, mg/kg	17.55	20.58	17.59	0.74	0.335
Spermidine, mg/kg	205.85^b^	182.11^b^	285.51^a^	14.85	0.002
Spermine, mg/kg	334.64^a^	297.97^b^	276.42^b^	25.66	0.004

Effect of wheat germ diets on putrescine, spermidine, and spermine contents in the duodenum, ileum, and jejunum. Data are presented as the mean ± SEM (*n* = 3 per group). Different letters denote significant differences between groups (*P* < 0.05), while the same letters indicate no significant difference (*P* > 0.05).

### 3.4 Increasing intestinal digestive enzyme activity

The impact of wheat germ on intestinal digestive enzyme activity is shown in Table 5. Compared to the control group, wheat germ supplementation significantly increased the activities of amylase and lipase in both the duodenum and ileum (*P* < 0.05). In the LWG group, jejunal trypsin and lipase activities were significantly increased by 26.34 and 18.54% (*P* < 0.05), while the trypsin activity of the duodenum and ileum remained unchanged (*P* > 0.05). The HWG group showed no significant changes in trypsin and lipase activities in the jejunum (*P* > 0.05).

**TABLE 5:** Activity of intestinal Amylase, Trypsin, and Lipase.

Para-meter	Con	LWG	HWG	SEM	*P*-value
**Duodenum**					
Amylase, IU/L	13.30^b^	15.03^a^	14.89^a^	0.38	< 0.001
Trypsin, IU/L	7.19	7.18	7.20	0.15	0.870
Lipase, IU/L	31.42^b^	39.16^a^	42.17^a^	1.73	< 0.001
**Jejunum**					
Amylase, IU/L	19.65	19.79	19.88	0.30	0.025
Trypsin, IU/L	12.53^b^	15.83^a^	14.17^ab^	0.42	< 0.001
Lipase, IU/L	49.47^b^	58.64^a^	54.73^ab^	1.66	0.003
**Ileum**					
Amylase, IU/L	19.88^c^	23.00^b^	29.31^a^	1.34	< 0.001
Trypsin, IU/L	19.26	19.57	19.94	0.40	0.039
Lipase, IU/L	37.39^b^	48.73^a^	57.19^a^	2.66	0.007

Effect of wheat germ diets on lipase, amylase, and trypsin activities in the duodenum, ileum, and jejunum. Data are presented as the mean ± SEM (*n* = 4 per group). Different letters denote significant differences between groups (*P* < 0.05), while the same letters indicate no significant difference (*P* > 0.05).

### 3.5 Enhancing intestinal antioxidant capacity

The levels of oxidation and antioxidant markers in intestinal tissues were explored (Table 6). Compared to the control group, the LWG and HWG groups showed a remarkable decrease in duodenum, jejunum, and ileum MDA levels (*P* < 0.05). Regarding T-AOC, the duodenum T-AOC level was enhanced in the LWG group, while the ileum T-AOC level was increased in the HWG group (*P* < 0.05). However, T-AOC levels in the ileum and jejunum remained unchanged in the LWG group (*P* > 0.05).

**TABLE 6:** The leaves of MDA and T-AOC in the duodenum, ileum, and jejunum.

Para-meters	Con	LWG	HWG	SEM	*P*-value
**Duodenum**					
MDA, μmol/mg	0.13^a^	0.07^c^	0.10^b^	0.01	0.001
T-AOC, mmol/mg	0.48^b^	0.93^a^	0.55^b^	0.05	< 0.001
**Jejunum**					
MDA, μmol/mg	0.20^a^	0.15^b^	0.14^b^	0.03	< 0.001
T-AOC, mmol/mg	0.34	0.37	0.34	0.01	0.431
**Ileum**					
MDA, μmol/mg	0.38^a^	0.27^b^	0.16^c^	0.02	0.007
T-AOC, mmol/mg	0.30^b^	0.30^b^	0.35^a^	0.01	0.010

Effects of wheat germ diet on MDA and T-AOC levels in the duodenum, jejunum, and ileum. Data are presented as the mean ± SEM (*n* = 4 per group). Different letters denote significant differences between groups (*P* < 0.05), while the same letters indicate no significant difference (*P* > 0.05).

### 3.6 Improving intestinal immunity

The levels of IL-1β, IL-6, and IL-10 in the serum were evaluated. Compared to the control group, the serum IL-6 concentration was decreased by 54.75% in the LWG group, while the IL-1β concentration was increased by 8.7% in the HWG group (*P* < 0.05). However, there were no significant changes in IL-6 and IL-10 levels in the HWG group (*P* > 0.05). Furthermore, the intestinal immunity was evaluated by examining serum IgA and IgG levels (Table 7), as well as intestinal sIgA content (Table 8). Serum IgA and IgG levels remained unchanged among the three treatment groups (*P* > 0.05). Among the three treatment groups, there were no significant changes in intestinal sIgA (*P* > 0.05), but the sIgA levels in the ileum and jejunum were significantly increased in the HWG group (*P* < 0.05).

**TABLE 7:** The levels of IgA, and IgG in serum.

Parameters	Con	LWG	HWG	SEM	*P*-value
IL-1β, pg/mL	76.71^b^	77.44^b^	83.38^a^	1.04	0.010
IL-6, pg/mL	29.08^a^	13.16^b^	28.06^a^	1.93	< 0.001
IL-10, pg/mL	14.63	14.81	14.84	0.30	0.983
IgA, μg/mL	112.94	105.72	108.59	2.29	0.448
IgG, μg/mL	34.76	34.33	35.17	0.81	0.930

Effect of wheat germ diets on serum inflammatory factor, IgA and IgG levels. Data are presented as the mean ± SEM (*n* = 4 per group). Different letters denote significant differences between groups (*P* < 0.05), while the same letters indicate no significant difference (*P* > 0.05).

**TABLE 8:** The levels of sIgA in the duodenum, jejunum, and ileum.

Parameters	Con	LWG	HWG	SEM	*P*-value
Duodenum	5.38	6.07	5.92	0.25	0.670
Jejunum	5.32^b^	5.64^ab^	6.31^a^	0.18	0.060
Ileum	2.27^b^	2.82^b^	3.71^a^	0.12	0.010

Effects of wheat germ diets on sIgA levels in the duodenum, jejunum, and ileum. Data are presented as the mean ± SEM (*n* = 4 per group). Different letters denote significant differences between groups (*P* < 0.05), while the same letters indicate no significant difference (*P* > 0.05).

### 3.7 Promoting intestinal barrier function

To further assess intestinal barrier function, we measured serum LPS levels and DAO activity (Table 9). Compared to the control group, the levels of LPS and DAO activity in the serum were decreased by 11.04 and 26.51% in the LWG group (*P* > 0.05), and the levels of LPS and DAO activity in the serum were decreased by 9.88% and 42.03% in the HWG group (*P* < 0.05).

**TABLE 9:** The levels of LPS and the Activity of DAO in serum.

Parameters	Con	LWG	HWG	SEM	*P*-value
LPS, EU/mL	444.85^a^	395.73^b^	400.91^b^	7.88	0.010
DAO, ng/mL	7.47^a^	5.49^b^	4.33^c^	0.18	< 0.010

Effect of wheat germ diets on serum LPS and DAO. Data are presented as the mean ± SEM (n = 4 per group). Different letters denote significant differences between groups (*P* < 0.05), while the same letters indicate no significant difference (*P* > 0.05).

### 3.8 Improving short-chain fatty acids in cecal metabolism

Table 10 illustrates the changes in short-chain fatty acids (SCFAs) content in cecal contents. Compared to the control group, the levels of acetic acid, butyric acid, and valeric acid were increased by 27.22, 38.89 and 66.67 in the LWG group (*P* < 0.05), whereas the differences in isovaleric and propionic acid contents remained unchanged (*P* > 0.05). Conversely, the acetic acid and propionic acid levels was 20.56 and 17.95% lower in the HWG group than those in the control group (*P* < 0.05), while the levels of butyric acid, isovaleric acid, and valeric acid were unaffected (*P* > 0.05).

**TABLE 10:** Content of short chain fatty acids in cecal contents.

Parameters	Con	LWG	HWG	SEM	*P*-value
Acetic acid, mmol/L	1.80^b^	2.29^a^	1.43^c^	0.11	< 0.001
Propionic acid, mmol/L	0.78^a^	0.92^a^	0.64^b^	0.05	< 0.001
Butyric acid, mmol/L	0.54^b^	0.75^a^	0.47^b^	0.03	0.010
Isovaleric acid, mmol/L	0.07^ab^	0.08^a^	0.63^b^	0.04	0.145
Valeric acid, mmol/L	0.03^b^	0.05^a^	0.030^b^	0.002	0.001

Effect of wheat germ diets on the content of short-chain fatty acids in cecal contents. Data are presented as the mean ± SEM (*n* = 6 per group). Different letters denote significant differences between groups (*P* < 0.05), while the same letters indicate no significant difference (*P* > 0.05).

### 3.9 Improving intestinal flora structure

The abundance and diversity of cecal microorganisms were assessed based on gut microbiota sequencing data. A total of 960 OTUs were detected among the 3 treatment groups. Specifically, the Con, LWG, and HWG group had 57, 42, and 48 unique OTUs, respectively (Figure 2A). Principal component analysis (PCA) results showed no significant differences in β diversity between the three groups (Figure 2B). However, the wheat germ groups exhibited significantly higher levels of Observed-OTUs and Chao1 compared to the control group (*P* < 0.05; Figures 2C, D). No significant changes were observed in Shannon and Simpson indices among the three treatment groups (*P* > 0.05; Figures 2E, F).

**FIGURE 2:**
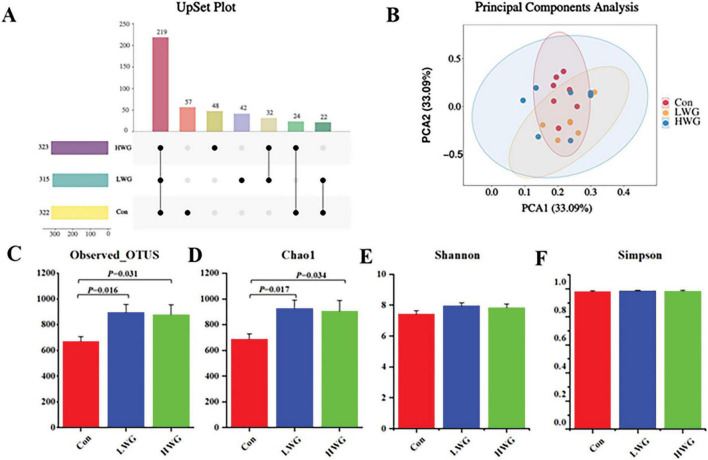
Effect of wheat germ diets on the structure of intestinal flora (*n* = 6). **(A)** OTUs common to or specific to each group. **(B)** PCA analysis of cecal contents flora. Alpha diversity of cecal microflora. Observed Otus **(C)**, Chao1 **(D)**, Shannon **(E)**, Simpon **(F)**. Data are presented as the mean ± SEM (*n* = 6 per group). Different letters denote significant differences between groups (*P* < 0.05), while the same letters indicate no significant difference (*P* > 0.05).

The cecum contents were primarily dominated by *Firmicutes*, *Bacteroidota*, *Desulfobacterota, Verrucomicrobiota*, and *Actinobacteriota* at the phylum level (Figure 3A). At the genus level, the dominant gut flora included *Bacteroides*, *Megamonas*, *Faecalibacterium*, *Desulfovibrio*, *Prevotellaceae_Ga6A1_group*, and *Subdoligranulum* (Figure 3B). At the phylum level, the LWG group exhibited a significant increase in the relative abundance of *Spirochaetota, Synergistota*, and various unclassified microbes compared to the control group. The HWG group showed an increase in the relative abundance of *Synergistota*, while the relative abundance of *Bacteroidota* was reduced (*P* < 0.05; Figures 3C–F). At the genus level, the LWG group displayed a significant increase in the relative abundance of *Ligilactobacillus*, *Oscillospiraceae_unclassified*, *Prevotellaceae_unclassified*, *Roseburia*, *Ruminococcus*, *Bacteroidota_unclassified*, *CHKCI001*, and *Synergistes* colonies (*P* < 0.05). However, relative abundance of *Klebsiella*, *Subdoligranulum*, and *Flavonifractor* was markedly decreased (*P* < 0.05). The HWG group showed an increase in the relative abundance of *Ligilactobacillus*, *Oscillospiraceae_unclassified*, *Roseburia*, *CHKCI001*, *Firmicutes_unclassified*, *unclassified*, and *Synergistes colonies* (*P* < 0.05). Additionally, wheat germ significantly increased the relative abundance of unclassified microbes (*P* < 0.05; Figure 3G).

**FIGURE 3:**
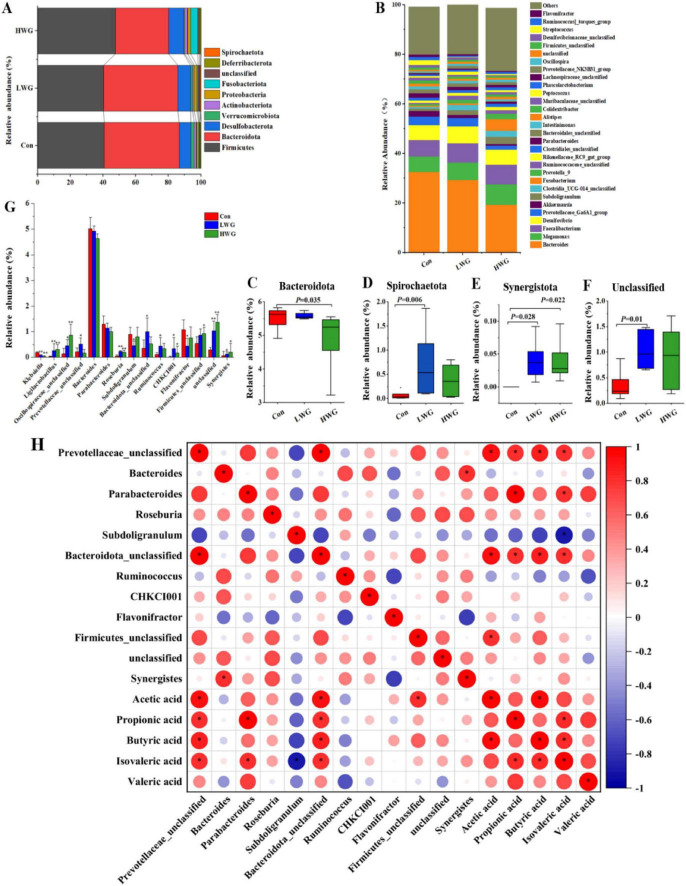
Effect of wheat germ diets on cecum flora. **(A)** Differences in cecum flora at the phylum level. **(B)** Differences in cecum flora at the genus level. **(C–F)** Differences in cecum flora at the phylum level, *Bacteroidota* **(C)**, *Spirochaetota* **(D)**, *Synergistota* **(E)**, *Unclassified* **(F)**. **(G)** Differences in cecum flora at the genus level. Data are presented as the mean ± SEM (*n* = 6 per group). **(H)** A correlogram showing association between cecal SCFAs concentrations and the abundant cecal microbial genera. The Spearman’s correlation coefficient is denoted by the color of the heatmap, with red indicating a positive correlation and bule indicating a negative correlation. The color depth indicates the strength of correlation; the asterisk represents a statistically significant correlation (*P* < 0.05).

To explore whether the microbiota was associated with SCFAs, a correlation analysis was carried out. Figure 3H that was generated based on the Spearman correlation coefficients, shows the relationships between the genera and the cecal SCFAs changes with wheat germ supplementation. Among them, the relative abundances of *Prevotellaceae_unclassified* and *Bacteroidota_unclassified* were positively correlated with acetic acid, propionic acid, butyric acid, and isovaleric acid (*P* < 0.05); *Parabacteroides* was positively associated with acetic acid, propionic acid, and isovaleric acid (*P* < 0.05); *Firmicutes_unclassified* was positively associated with acetic acid (*P* < 0.05).

### 3.10 Impacting the transcription level of jejunum immune genes

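RNA from the jejunum of 12 geese was sequenced, 4 from each group fed 0% (Con), 21.8% (LWG) or 43.6% (HWG) wheat germ for 12 weeks. For each goose, the authors deposited a whole-number count and an FPKM value (mapped fragments from StringTie, scaled by the length of the transcript and the size of the library) for 18007 genes, of which 6374 are named only by a LOC number. The counts were scaled by the trimmed mean of M-values (TMM). They were tested by the quasi-likelihood F-test of edgeR in 1 fit of all 12 libraries with the group as the only factor, over the 14863 genes left by edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. A level is given in CPM, the TMM-scaled count brought to the same library size in every goose, with its SD over the 4 geese of a group. A log2 fold change is given as LWG over Con or HWG over Con, so a negative value is a lower level in the geese fed wheat germ. The common biological coefficient of variation between geese was 0.384. Counts were also simulated with the depth and spread of all 12 libraries, and genes with a mean over 1 CPM were changed in the LWG group. At an adjusted p under 0.05, this test called 40% of 50 genes changed 2-fold and 92% of 50 genes changed 4-fold. Of its 176 calls, 11 were false. The simulated genes varied independently of each other, which real genes need not do, so these rates may not hold for the data.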

Transcriptomic analysis was performed on 12 samples from three groups of Sichuan white goose jejunum. A total of 77.59 Gb of raw sequencing data was obtained, with 73.83 Gb of high-quality reads after filtering. 

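The deposited counts of the Con libraries summed to 40159187 to 44802940, those of the LWG libraries to 40243859 to 44707504 and those of the HWG libraries to 40531677 to 45686956. Over the 12 libraries they came to 516478761, or 2.1 for each of the 246100000 read pairs that 73.83 Gb holds at 150 bases per read. Small counts gathered at multiples of 4. The value 4 occurred 3148 times, against 1250 times for 3 and 1052 times for 5, and the value 8 occurred 1810 times, against 1379 times for 7 and 1020 times for 9. A deposited count is therefore not a single read pair, and the paper's text does not say how the counts were made from the StringTie output. EEF1A1 had the highest count in 9 libraries, CALB1 in LWG replicate 3, FABP6 in LWG replicate 4 and ACTG2 in HWG replicate 2. These genes, apart from FABP6, were picked out after their values were seen. The 10 genes with the highest counts held between 4.07% and 7.23% of a library's counts.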

The mapping rate to the Sichuan White Goose reference genome ranged from 81.55 to 85.27%. PCA analysis confirmed good biological replication within the three Sichuan white goose groups (Figure 4A).

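In a principal component analysis of the log2 CPM of the tested genes, the first component held 24.5% and the second 14.1% of the variation between the 12 geese. The Pearson correlation of log2 CPM between libraries, taken across genes, which are not independent replicates, averaged 0.952 over the 18 pairs of geese of the same group and 0.949 over the 48 pairs of geese of different groups. It ranged from 0.940 to 0.967 within groups and from 0.928 to 0.965 between them. The 3 groups together accounted for 22.8% of the squared distances between the log2(FPKM + 0.1) profiles of 12529 genes with a mean FPKM of at least 0.5. Of all 5775 divisions of the 12 geese into 3 groups of 4, 1025 gave a share at least as large (exact permutation test, p = 0.178), with a median share of 16.8% and a highest share of 39.5%. Without HWG replicate 3, the share was 31.5% (exact permutation test, p = 0.0372). Between the Con and LWG geese alone, the share was 16.9%, and 9 of the 35 divisions gave one as large (exact permutation test, p = 0.257).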

**FIGURE 4:**
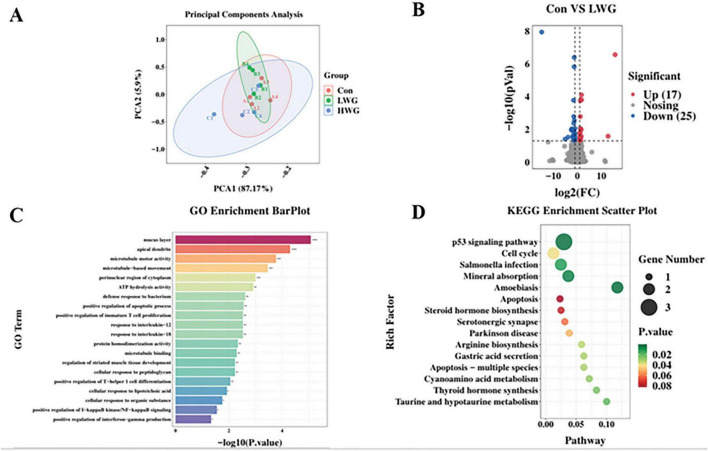
Sequencing of the jejunal transcriptome (*n* = 4 per group). **(A)** RNA-seq correlation test in the three groups. **(B)** Volcano map of differentially expressed genes (LWG vs. Con). Red points represent up-regulated genes with adjusted padj < 0.05 (-log10 (padj) ≥ 1.5). Blue points represent down-regulated genes with padj < 0.05 (-log10 (padj) ≥ 1.5). Black points represent genes with no significant differences. **(C)** Gene ontology (GO) classifications of differentially expressed genes (DEGs) between CT and FOS groups. **(D)** Scatterplot of enriched KEGG pathways for DEGs between LWG and Con groups. Rich factor is the ratio of the DEG number to the total gene number in a certain pathway. The size and color of the dots represent the gene number and range of the FDR, respectively.

Furthermore, differential expression analysis was conducted, and genes were considered differentially expressed if they had a statistical significance of *P* < 0.05 and | log2 (fold change)| > 1.5. 

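Between the LWG and Con groups, no gene was higher and none was lower at an adjusted p under 0.05 from edgeR. An unadjusted p under 0.05 was found for 985 genes. Without Con replicate 1, 2, 3 or 4, this number was 715, 695, 1929 or 688. Of the 35 divisions of the LWG and Con geese into 4 and 4, 8 gave at least 985. The smallest adjusted p was 0.190, of CPED1 and LOC106035109. At an adjusted p under 0.05, DESeq2 called 17 genes higher and 20 lower in the LWG group. Limma with array weights on log2(FPKM + 0.1) called 3 higher and 21 lower. Without Con replicate 3, edgeR called 1 gene, CPED1, which was lower in the LWG group. At an unadjusted p under 0.05 and a log2 fold change beyond 1.5, 71 genes were higher and 30 were lower in LWG geese than in Con geese. Of these 101 genes, 49 are named only by a LOC number, and their adjusted p-values ran from 0.190 to 0.745. Without Con replicate 3, 166 genes were higher and 79 lower by the same thresholds. The number of lower genes was 59 without LWG replicate 1, 52 without LWG replicate 2, 61 without LWG replicate 3 and 75 without LWG replicate 4. With the fold limits that the methods give, 1.5 and 0.5, 314 genes were higher and 125 lower, and beyond a log2 fold change of 1, 153 were higher and 125 lower. Without Con replicate 3, 724 and 373 were higher by these limits and 263 lower by both, and the 125 became 77 without Con replicate 4 and 200 without LWG replicate 4.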

Compared to the control group, the LWG group exhibited significant up-regulation of 17 genes, including *CENPF*, *CPED1*, *LXDC2*, *PLXDC2*, *HTRA1*, *CDKL1*, *MGP*, *MMRN1*, *THBS1*, *CEP85*, and *KIF20B.* Additionally, 25 genes, such as *SLC37A1*, *SLC6A4*, *TMIGD1*, *AFP*, *NEURL1*, *IL20RA*, *GGT1*, *OTOP2*, *RGSL1*, *CLCN1*, *PMAIP1*, *SLC39A4*, *MAP3K8*, *TSPAN1*, *and NOS2* were significantly down-regulated in the LWG group (Figure 4B). 

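CENPF, a gene of the mitotic kinetochore, stood at 72.3 ± 19.2 CPM (SD, n = 4) in the Con group and at 24.4 ± 7.27 CPM (SD, n = 4) in the LWG group. Its log2 fold change was −1.57 (standard error 0.284, adjusted p = 0.358 from edgeR). CPED1 had a log2 fold change of −1.59 (standard error 0.251), from 81.2 ± 30.0 CPM in Con geese to 27.0 ± 3.06 CPM in LWG geese. HTRA1 was at 212 ± 36.3 CPM in the Con group and at 96.3 ± 17.5 CPM in the LWG group, a log2 fold change of −1.14. KIF20B, a kinesin, had a log2 fold change of −1.42, MGP one of −1.03 and CEP85 one of −0.99. Of CENPF, CPED1, PLXDC2, HTRA1, CDKL1, MGP, MMRN1, THBS1, CEP85 and KIF20B, 9 were lower in the LWG group than in the Con group and CDKL1 was higher. LXDC2 is not among the gene symbols of the deposited table. The 15 genes named from SLC37A1 to NOS2 were all higher in the LWG group, with log2 fold changes from 0.47 for SLC37A1 to 3.99 for SLC39A4. SLC39A4, a zinc transporter, was near the limit of detection at 0.195 ± 0.161 CPM in Con geese and 3.19 ± 3.36 CPM in LWG geese. TSPAN1 had a log2 fold change of 0.98 (standard error 0.268, adjusted p = 0.652 from edgeR), from 184 ± 47.9 CPM to 365 ± 84.8 CPM. SLC6A4, the serotonin transporter, was at 26.7 ± 8.02 CPM in Con geese and at 69.1 ± 20.2 CPM in LWG geese, a log2 fold change of 1.37.

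All 25 of these genes had an unadjusted p under 0.05, and none had an adjusted p under 0.05 from edgeR, while DESeq2 gave 16 of them and limma with array weights 7 of them an adjusted p under 0.05. Adjusted over the list alone, 9 of the 10 genes from CENPF to KIF20B were called lower, CDKL1 was called higher, and all 15 genes from SLC37A1 to NOS2 were called higher. As the study picked these genes on the same geese, this is not independent evidence. Past both an unadjusted p of 0.05 and a log2 fold change of 1.5 were 11 of the 25, namely CENPF and CPED1, which were lower, and AFP, CLCN1, GGT1, IL20RA, NOS2, OTOP2, RGSL1, SLC39A4 and TMIGD1, which were higher. The LWG and Con geese did not overlap for 9 of the 10 genes from CENPF to KIF20B and for 11 of the 15 genes from SLC37A1 to NOS2. Chance gives such a separation for 2.86% of genes, and 426 of the 14863 tested genes (2.87%) showed it.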

GO enrichment pathway analysis revealed that the LWG group was mainly enriched in processes such as the mucus layer, apical dendrite, microtubule motor activity, microtubule-based movement, ATP hydrolysis activity, regulation of immune system process, protein homodimerization activity, response to interleukin-18, response to interleukin-12, positive regulation of immature T cell proliferation, defense response to bacterium, and positive regulation of apoptotic process compared to the control group (Figure 4C). 

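For the GO terms that the deposited table pairs with its genes, the 101 genes past the thresholds included 73 with a term, set against a background of 12507 tested genes with a term. A one-sided Fisher's exact test called none of the 2810 terms with at least 5 background genes at an adjusted p under 0.05, and 71 terms had an unadjusted p under 0.05. The smallest adjusted p, 0.0597, was that of ion transmembrane transport, which held AQP9, CLCN1, GABRR1, GRIK4 and LOC106048721. The term mucus layer has only 2 genes in the table, LOC106038774 and LOC106042592, both higher in the LWG group at an unadjusted p under 0.05, and apical dendrite has OSBP2 and SLC4A10, neither with such a p. Of 46 tested genes of microtubule motor activity, 4 were higher and 5 lower at an unadjusted p under 0.05, and of 54 genes of microtubule-based movement, 4 were higher and 8 lower. ATPase activity, the earlier name of ATP hydrolysis activity and the one in the table, had 82 tested genes, 4 higher and 5 lower. Protein homodimerization activity had 322, of which 12 were higher and 11 lower. Among all 14863 tested genes, 985 had an unadjusted p under 0.05 in either direction, and these term counts are to be read beside that share. For regulation of immune system process the table lists GGT1 and LOC106037038, and only 1 of the pair was tested. Defense response to bacterium had 22 tested genes, 1 higher and 1 lower, and positive regulation of apoptotic process had 64, of which 2 were higher and 4 lower. No gene of the table carries response to interleukin-18, response to interleukin-12 or positive regulation of immature T cell proliferation. With the fold limits of the methods, the tested set had 359 genes and 3 terms were called. These were mitotic cytokinesis (7 genes, adjusted p = 0.00039), the kinesin complex (8 genes, adjusted p = 0.0138) and microtubule binding (13 genes, adjusted p = 0.0339, by Fisher's exact test). The test takes genes as independent, while a list of cell cycle genes varied together between geese (estimated correlation between genes 0.744). Such p-values can therefore be too small.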

Notably enriched KEGG pathways included the p53 signaling pathway, cell cycle, Salmonella infection, mineral absorption, and amoebiasis (Figure 4D).

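Among the table's KEGG pathways, 58 of the 101 genes had a pathway, against a background of 8714 genes. None of 292 pathways reached an adjusted p under 0.05 by Fisher's exact test, where the smallest was 0.587 and 18 pathways had an unadjusted p under 0.05. Mineral absorption held CLCN1, LOC106048721 and SLC39A4, all higher in LWG geese, and amoebiasis held LOC106029527 and LOC106038774. Salmonella infection held NOS2 and LOC106041417, while the p53 signaling pathway and the cell cycle held none of the 101 genes. Among all tested genes of the cell cycle pathway, 169 in number, 29 were lower and 1 was higher in the LWG group at an unadjusted p under 0.05. For the 114 genes of the p53 signaling pathway, the corresponding numbers were 12 lower and 5 higher. Over all 14863 tested genes, 985 had such a p in either direction. Of the 65 genes of mineral absorption, 6 were higher and 1 was lower, of the 83 of Salmonella infection, 5 were higher and 1 was lower, and of the 22 of amoebiasis, 3 were higher. With the fold limits of the methods, the cell cycle pathway held 11 genes, among them BUB1, CDK1 and PLK1 (adjusted p = 0.476), and the p53 signaling pathway held 7, among them CDKL1, PMAIP1 and TSPAN1 (adjusted p = 0.795).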

## 4 Discussion

### 4.1 Effects of wheat germ on intestinal morphology and digestive capacity

The integrity of the intestinal morphology plays a critical role as a physical barrier against external pathogens and serves as the physiological foundation for digestion and absorption (Mitchell and Carlisle, 1992). The presence of well-developed intestinal villi is an important indicator of intestinal integrity and efficient nutrient utilization. An increase in intestinal VH indicates an expansion of the surface area, while an elevated ratio of VH to CD indicates enhanced nutrient absorption capacity (Tufarelli et al., 2010; Li et al., 2022). In this study, the inclusion of wheat germ in the diet resulted in significant improvements in duodenum and ileum VH and VH/CD, significantly reduced the duodenum and ileum CD ratio in both the HWG and LWG groups. These findings suggest that wheat germ promotes intestinal development and improves the functionality of intestinal digestion and nutrient absorption. By enhancing intestinal morphology, wheat germ can potentially optimize the utilization of nutrients, leading to improved production performance and overall health status in poultry.

Intestinal digestive enzyme activity serves as a valuable indicator of digestive and metabolic capacity. Trypsin, lipase, and amylase are key digestive enzymes associated with the breakdown and utilization of major nutrients (Yang et al., 2017; Bedford and Apajalahti, 2022). Wheat germ is known to be rich in various enzymes, including α-amylase, lipase, lipoxygenase, and protease (Kublicki et al., 2022). Our findings demonstrated that amylase and lipase activities were significantly increased in the duodenum and ileum, and increased trypsin activity was observed in the jejunum of the LWG and HWG groups. Previous studies have suggested that enhanced intestinal digestive enzyme activity promotes the efficient digestion and absorption of nutrients in food (Lu et al., 2023). Therefore, our results indicate that wheat germ can increase the digestive enzyme activity in the intestinal tissue of Sichuan white geese, leading to improved nutrient utilization.

### 4.2 Effects of wheat germ on intestinal polyamines levels

Polyamines are essential for maintaining intestinal homeostasis (Yu et al., 2023). Previous studies have shown that inhibition of intestinal polyamine activity can disrupt the integrity of the intestinal epithelium and impair barrier function. During inflammatory enteritis or intestinal mucosal injury, the level of polyamines in mucosal tissue undergoes significant changes, and polyamines are known to promote the proliferation and differentiation of intestinal epithelial cells in animals (Jainu et al., 2010; Ray and Johnson, 2014). Supplementation of exogenous spermidine has been shown to alleviate metabolic endotoxemia, enhance intestinal barrier function, reduce body weight, and ameliorate high-fat diet-induced obesity in mice (Ma et al., 2020). Polyamines have also been found to promote the intestinal development of piglets and regulate jejunum VH and CD in mice (Liu et al., 2019; Jiang et al., 2023). In this study, the levels of putrescine and spermine in the duodenum in the LWG group increased, while spermidine levels showed no significant difference. These findings differ from those of the above studies, this difference could be attributed to variations in diet composition and the differential absorption of spermidine in the intestine. Our results demonstrate that wheat germ diets significantly affected intestinal polyamine metabolism, leading to increased levels of polyamines in the intestine.

### 4.3 Effects of wheat germ on intestinal antioxidant capacity

Wheat germ contains various bioactive components, such as polyamines and phenols, that exhibit strong reactive oxygen species scavenging and antioxidant properties. Studies have shown that wheat germ extract can effectively inhibit reactive oxygen species increase in LPS-induced porcine intestinal epithelial cells and alleviate oxidative stress (Karancsi et al., 2020). Additionally, wheat germ has been found to significantly decrease MDA levels in the intestinal tissue of rats fed a high-fat diet, while increasing SOD activity and total antioxidant capacity (Liu et al., 2022). In line with these findings, this study revealed that intestinal MDA levels were significantly reduced and total antioxidant capacity was enhanced in the duodenum and ileum in the LWG and HWG groups. These results suggest that the inclusion of wheat germ in the diet improves intestinal health by boosting the overall antioxidant capacity of the intestine, thus maintaining a balanced oxidative stress and antioxidant system.

### 4.4 Effects of wheat germ on intestinal physical barrier

Maintaining the integrity and proper morphology of the intestine is crucial for its normal physiological functioning, as disruption of the intestinal barrier can lead to a variety of gastrointestinal diseases. The tight junctions between intestinal epithelium cells prevent the penetration of toxic and harmful substances into surrounding tissues. The impaired intestinal barrier can lead to chronic inflammation and activation of immune cells (Zhu et al., 2024). Recent studies have shown that the intestinal barrier can be used as a potential immunoregulatory target to regulate and prevent different inflammatory diseases through dietary interventions, although the specific regulatory mechanisms remain unclear (Dang et al., 2023). Endotoxin, a key component of the cell wall of Gram-negative bacteria in the intestine, is released when intestinal permeability is compromised, which in turn triggers an inflammatory response in the host (Alexander and Rietschel, 2001). Previous studies have shown that a high-fat diet induces intestinal permeability and increases LPS levels in mice (Wang et al., 2024). However, exogenous spermidine has been shown to significantly enhance the number of mucus-secreting goblet cells and mucin secretion in colon tissue, leading to reduced serum LPS levels (Zhou et al., 2024). Transcriptome sequencing further revealed the suppression of inflammation-related genes and the up-regulation of autophagy and barrier maintenance genes (Ma et al., 2020). These findings indicate that spermidine can strengthen the intestinal barrier, preventing the entry of LPS into the bloodstream and mitigating inflammatory responses in the host. In this study, we found that serum LPS levels and amine oxidase activity were decreased in the LWG and HWG groups. This indicates that wheat germ exhibits similar effects to spermidine by reducing intestinal permeability, preserving intestinal barrier function, and maintaining overall host health.

### 4.5 Effects of wheat germ on immune barrier

SIgA, IgA, and IgG are the major immunoglobulins present in the intestine, and a decrease in their levels can impair intestinal anti-infection ability (Sylvestre et al., 2023). Previous studies have shown that wheat germ can reverse cyclophosphamide-induced immune disorders in mice and restore their immune function (Yu G. et al., 2021). Wheat germ glycoprotein has been found to promote the secretion of sIgA without significantly affecting serum IgA in neonatal mice (Yun et al., 2021). Cytokines such as IL-1β, IL-6, and IL-10 play crucial roles in modulating the innate immune system (Wang et al., 2023b). In a high-fat diet-induced inflammation model, wheat germ was observed to significantly reduce serum levels of IL-1β and IL-6 in mice, while having no effect on IL-10 (Ojo et al., 2019). Moreover, wheat germ significantly reduced pro-inflammatory cytokine-17 levels in serum and ileum of IL-10 knockout mice induced by a Pro-Atherogenic diet, increased IL-22 gene expression and its receptor IL-22α in the ileum, and up-regulated the expression of tight junction proteins, indicating that wheat germ can inhibit pro-inflammatory cytokine-17 through IL-22 signaling pathway (Alake et al., 2023). The above results are consistent with our findings. Our results showed that serum IL-6 was reduced in the LWG group but there was no effect on serum IL-1β, IL-10, IgA, and IgG, or intestinal sIgA levels. In the HWG group, sIgA levels in the jejunum and ileum were increased, while serum IL-6 and IL-10 levels remained unchanged. This may be because a variety of immune cells are involved in the production of IL-10, and wheat germ have limited effects on these immune cells that regulate IL-10 production, so they do not affect the levels of the inflammatory factor IL-10 in serum. This also proves that the decrease of pro-inflammatory factor IL-6 in serum is not due to the increase of anti-inflammatory factor IL-10. In this experiment, the regulation trend of immune function in geese was not consistent between the LWG group and HWG group. We speculate that this inconsistency may be attributed to the large variation in the content of individual components present in different doses of the wheat germ diet. Therefore, further investigations are necessary to elucidate the precise mechanism of action.

Studies have shown that wheat germ effectively regulates the expression of immune factors in the intestine, such as cytokines IL-2 and TNF-α (Yun et al., 2020). This regulation involves the promotion of the CD40L and NF-κB-p65 expression, ultimately leading to improved intestinal immunity from the early stages of development to adulthood via the CD40L-CD40-IKKα/β-NF-κB p65 signaling pathway (Dang et al., 2023). Our transcriptomic sequencing analysis further supports the notion that wheat germ regulates the transcriptional levels of immune genes in the intestine. For instance, THBS1 acts as an intracellular chaperone, facilitating ER responses and enhancing the activity of the secretory pathway and extracellular matrix production. Moreover, THBS1 aids in the retention of adherents on the cell membrane. 

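A list of 31 genes of inflammation was written before the data were examined, as were the other gene lists. Of these genes, 9 were higher and none was lower in the LWG group at an unadjusted p under 0.05. None had an adjusted p under 0.05 from edgeR, and 4 were called when adjusted over the list alone. These 4 were SOCS1 and, named by the paper from the same geese, MAP3K8, IL20RA and NOS2. The list's calls and mean are therefore not fully independent of the paper's choice of genes. The mean log2 fold change of the list was 0.44, and camera with a preset correlation of 0.01 gave the list an adjusted p of 0.00108 (adjusted p = 0.393 with an estimated correlation). Without LWG replicate 3 the mean was 0.21. SOCS1, a suppressor of cytokine signaling, was at 6.85 ± 1.17 CPM in Con geese and 17.2 ± 13.5 CPM in LWG geese, and its log2 fold change went from 1.32 to 0.60 without LWG replicate 3. NOS2 had a log2 fold change of 1.98 (standard error 0.553), with 56.0 CPM in LWG replicate 3 and 9.28 to 18.0 CPM in the other LWG geese, and without that goose the log2 fold change was 1.12. RIPK2, a kinase of innate immune signaling, was at 4.57 ± 0.890 CPM in Con geese and 10.9 ± 3.33 CPM in LWG geese, a log2 fold change of 1.25 (adjusted p = 0.652 from edgeR). The list of T and NK cell genes had a mean log2 fold change of 0.32 (adjusted p = 0.584 with an estimated correlation) and 4 of its 20 tested genes, IL2RB, CD3E, CCR7 and ZAP70, were higher at an unadjusted p under 0.05. Without LWG replicate 1 the mean of this list was 0.085 and it was no longer called (adjusted p = 0.0953 from camera), and without Con replicate 4 the mean was 0.20. B and plasma cell genes had a mean of 0.47, with BLK, PAX5 and BCL6 higher at an unadjusted p under 0.05, and the list was not called (adjusted p = 0.378 from camera). Both this mean and PAX5 rested on LWG replicate 1, without which the mean was −0.33 and the log2 fold change of PAX5 −0.47, and without Con replicate 2 the mean was 0.93. Lists of the interferon response (mean −0.09), antimicrobial defence (mean 0.08, median −0.23) and macrophages (mean −0.07) were not called either. PIGR, the receptor that carries IgA across the epithelium, was at 2225 ± 1065 CPM in Con geese and 1808 ± 663 CPM in LWG geese, and its log2 fold change of −0.30 ran from −0.50 without Con replicate 4 to 0.037 without Con replicate 3. JCHAIN had a log2 fold change of −0.93 (standard error 0.496), and one of −0.43 without Con replicate 1. The cytokine genes IL6, IL1B and IL10 reached at most 9, 10 and 7 counts in any library and were not tested. From its transcriptomic analysis, the paper proposes that wheat germ regulates the transcription of immune genes in the intestine.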

In the context of heart health, overexpression of THBS1 has been found to have a protective effect (Schips et al., 2019). Another gene of interest-IL20RA, has been involved in the development and progression of colorectal cancer (CRC). Its involvement may stem from its impact on oxygen binding, oxygen transport, and hormone activity. In fact, the knockdown of IL-20RA has been shown to inhibit the growth and metastasis of CRC (Liu et al., 2021; Yu D. Y. et al., 2021).

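FABP6, which encodes the ileal bile acid binding protein, was at 4178 ± 672 CPM (SD, n = 4) in the Con group, 13270 ± 7144 CPM (SD, n = 4) in the LWG group and 3384 ± 1948 CPM (SD, n = 4) in the HWG group. Its log2 fold change in LWG geese was 1.67 (standard error 0.525, adjusted p = 0.652 from edgeR). The largest values came from LWG replicates 3 and 4, with 15430 and 22450 CPM. TMIGD1, of the enterocyte surface, was at 350 ± 208 CPM in Con geese and 1020 ± 129 CPM in LWG geese. CLCN1, a chloride channel, had a log2 fold change of 1.88 (standard error 0.457), from 6.47 ± 2.74 CPM to 23.9 ± 15.4 CPM. PMAIP1, which p53 induces in apoptosis, was at 3.24 ± 1.30 CPM in Con geese and 8.82 ± 2.18 CPM in LWG geese, a log2 fold change of 1.44. MAP3K8, a kinase of inflammatory signaling, had a log2 fold change of 0.88 (standard error 0.186), and PLXDC2 one of −1.13 (standard error 0.234).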

We identified several DEGs associated with cell cycle and immunity, including *CENPF*, *CDKL1*, *CLCN1*, *CDKL1*, *PLXDC2*, *MMRN1*, *THBS1*, *FABP6*, *TMIGD1*, *IL20RA*, *CLCN1*, *PMAIP1*, and *MAP3K8*. 

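The list of cell cycle genes was lower in the LWG group, with 45 of its 46 tested members below the Con group and a mean log2 fold change of −0.89. Of these, 35 had an unadjusted p under 0.05, none an adjusted p under 0.05 from edgeR, and 31 were called when adjusted over the list alone. With the preset correlation, camera gave the list an adjusted p of 2.5e-29, and with an estimated correlation the adjusted p was 0.381. Averaged to 1 score per goose, the list was lower in LWG geese by an exact permutation p of 0.0857. The groups overlapped, as Con replicate 3 had a score of −0.40, below LWG replicate 3 at −0.24 and LWG replicate 4 at 0.16. CENPE, BUB1B, ASPM and RACGAP1 had log2 fold changes of −1.23, −1.18, −1.28 and −1.31. KIF2C, a mitotic kinesin, was at 51.6 ± 9.13 CPM in Con geese and 26.2 ± 7.33 CPM in LWG geese. The list of p53 target and pathway genes was not called (mean log2 fold change 0.09, adjusted p = 0.546 from camera). Of its 34 tested members, 2 were higher and 4 were lower at an unadjusted p under 0.05, and 1 and 2 of them when adjusted over the list alone. Called over the list were PMAIP1, which was higher, and THBS1 and CHEK2, which were lower. The paper names PMAIP1 and THBS1 from the same geese, so these calls are not independent evidence. CHEK2 had a log2 fold change of −0.50 (standard error 0.144). IGFBP3, which was not called over the list, had one of −0.60 (standard error 0.201). Immediate-early and stress genes were higher in the LWG group, with a mean of 0.48 over 18 tested genes, and theirs was the only list called with an estimated correlation as well (adjusted p = 0.0273). DUSP1 had a log2 fold change of 0.84 and HSPA8 one of 1.05 (adjusted p = 0.652 for both from edgeR).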

Functional analysis revealed the enrichment of pathways such as the p53 signaling pathway, cell cycle, and immunomodulation-related pathways. The p53 signaling pathway is involved in DNA repair to prevent mutations resulting from DNA damage and plays a crucial role in apoptosis induction, thereby maintaining normal tissue and organ function (Hernandez Borrero and El-Deiry, 2021; Wang et al., 2023a). 

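THBS1, which encodes thrombospondin 1 of the extracellular matrix, was at 507 ± 82.0 CPM (SD, n = 4) in Con geese, 273 ± 45.2 CPM (SD, n = 4) in LWG geese and 555 ± 68.7 CPM (SD, n = 4) in HWG geese. In the LWG group its log2 fold change was −0.89 (standard error 0.185, adjusted p = 0.489 from edgeR). CDKL1, a kinase related to the cyclin-dependent kinases, was at 3.67 ± 1.37 CPM in Con geese and 9.74 ± 2.97 CPM in LWG geese, with a log2 fold change of 1.41 (standard error 0.410, adjusted p = 0.652 from edgeR). IL20RA, a receptor subunit for cytokines of the interleukin-10 family, had 16.1 ± 2.62 CPM in Con geese, 48.1 ± 28.9 CPM in LWG geese and 17.3 ± 6.34 CPM in HWG geese. This is a log2 fold change of 1.58 (standard error 0.374, adjusted p = 0.626 from edgeR) in the LWG group. MMRN1, which encodes multimerin 1 of platelets and endothelium, was at 24.1 ± 7.97 CPM in Con geese and 9.61 ± 2.15 CPM in LWG geese, a log2 fold change of −1.32 (standard error 0.258, adjusted p = 0.489 from edgeR).

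**Figure D1:**
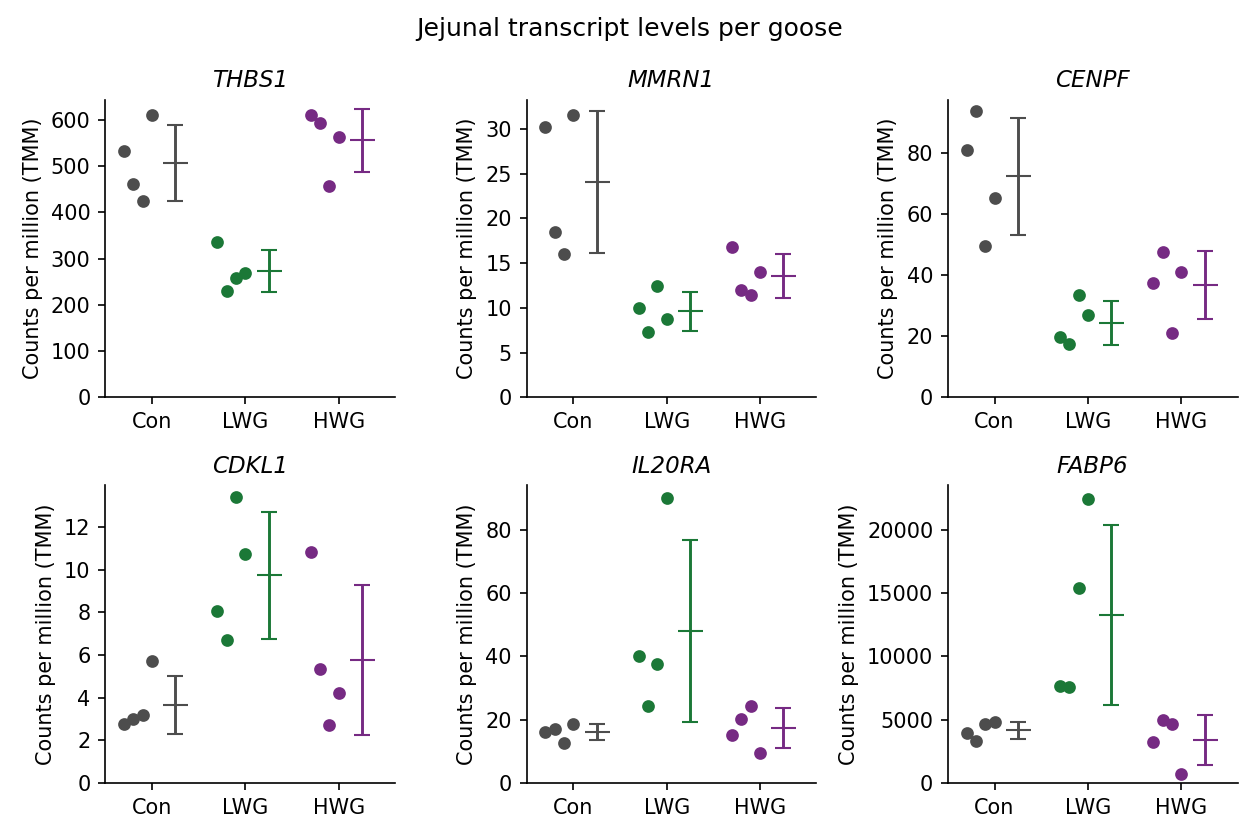
TMM-scaled CPM (vertical axis, linear from 0) of THBS1, MMRN1, CENPF, CDKL1, IL20RA and FABP6 in the jejunum of Con, LWG and HWG geese. Each point is 1 goose and the bars give the mean and the SD of 4 geese; THBS1, MMRN1 and CENPF lie lower in the LWG group than in the Con group, and CDKL1, IL20RA and FABP6 lie higher.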

Wheat germ upregulated the expression of genes *THBS1* and *CDKL1* while down-regulating the expression of genes *IL20RA* and *MMRN1*, suggesting that wheat germ may influence the regulation of cell cycle and immune transcription levels in animals. Nevertheless, our findings indicate that wheat germ may have an important role in the regulation of body immunity and prevention of disease.

### 4.6 Effect of colony structure and metabolites

The intestinal flora has many physiological functions such as enhancing host immunity, facilitating nutrient absorption, and resisting pathogenic microorganisms (Gebrayel et al., 2022). Studies have confirmed that wheat germ supplementation can reshape the structure of intestinal flora. For instance, in mice, wheat germ has been found to reduce the abundance of the *Bacteroidetes* phylum while increasing the levels of SCFA-producing genera such as *Roseburia* (Yu G. et al., 2021). Wheat germ supplementation selectively increased the population of lactic acid bacteria in the intestines of mice on a high-fat diet and enhances the production of antimicrobial peptides in the ileum (Ojo et al., 2019). *Ligilactobacillus* is a lactic acid bacterium with antibacterial and immunomodulatory effects (Widyastuti et al., 2021; Guerrero Sanchez et al., 2022). Oral administration of *Lactobacillus* to mice with colitis has been found to decrease inflammatory factors in their serum, contribute to the restoration of intestinal barrier function, and improve the structure of the bacterial flora (Yao et al., 2021). Additionally, the metabolite butyrate and its associated proteins have been shown to regulate barrier homeostasis and inhibit intestinal inflammation, while whole grain consumption has been shown to improve intestinal metabolic disorders by regulating the abundance of *Roseburia* intestinalis (Martinez et al., 2013; Nie et al., 2021). *Oscillospiraceae_unclassified* has been found to decrease inflammatory factors in serum and enhance intestinal tight junction proteins. On the other hand, Klebsiella is a conditionally pathogenic bacterium known to cause various infections (Yang et al., 2022). In this study, the consumption of wheat germ (LWG group) increased the relative abundance of *Bacteroidota_unclassified*, *Ligilactobacillus*, *unclassified*, and *Roseburia*, while decreasing the relative abundance of *Klebsiella*, *Subdoligranulum*, and *Flavonifractor*. Furthermore, the wheat germ diet led to an increase in the relative abundance of *Oscillospiraceae_unclassified, Firmicutes_unclassified, Roseburia*, *Ligilactobacillus*, and *unclassified* bacteria in the HWG group. These findings indicate that wheat germ promotes the growth of beneficial intestinal bacteria while reducing the presence of harmful bacteria, thus maintaining the structural balance of the gut microbiota and improving intestinal health.

SCFAs play an important role in regulating host energy metabolism, intestinal morphology, and immune function, they have the ability to modulate various aspects of mucosal homeostasis, including the intestinal barrier, T cell populations, and the expression of many inflammatory cytokines (Anachad et al., 2023). Dietary interventions that alter SCFA levels have shown promise in preventing and treating diseases (Portincasa et al., 2022; Tan et al., 2023). For instance, Li et al. (2023) treated mice with Pulsatilla chinensis saponin for colitis and found improved colitis symptoms, attributed to increased intestinal SCFA levels and decreased levels of IL-1β, IL-6, and TNF-α. In this study, we found that the levels of acetic acid, butyric acid, and valeric acid were significantly higher in the LWG group compared to the control group. This suggests that wheat germ diets have the potential to maintain intestinal homeostasis and promote intestinal health by increasing the content of SCFA in the intestine.

Unfortunately, this study has some limitations. Firstly, we are currently unable to determine which bioactive substances in wheat germ play a key role in these effects, our study utilized whole WG, which has other bioactive ingredients (e.g., polyamines, carotenoids, tocopherols, flavonoids, policosanols, and phytosterols) that possess immunomodulatory, antioxidant and regulate the intestinal flora structure functions. Secondly, the constraints of experimental resources resulted in a limited number of test animals. Future research needs to further clarify the key components in wheat germ that play a role and to increase the number of experimental animals and the number of sample analyses to more definitively determine the beneficial effects of wheat germ diets on intestinal health.

## 5 Conclusion

Our findings highlight the beneficial effects of a wheat germ diet on multiple aspects of intestinal health. Specifically, the inclusion of wheat germ in the diet (LWG group) resulted in an increased intestinal VH/CD ratio, as well as enhanced amylase and lipase activities in the duodenum and ileum (*P* < 0.05). Moreover, wheat germ supplementation led to an increase in the levels of putrescine and spermidine in the jejunal region, indicating improved intestinal polyamine levels. Additionally, the LWG group exhibited enhanced total antioxidant capacity and reduced levels of MDA, LPS, and DAO activity in the serum (*P* < 0.05), indicating reduced oxidative stress and improved intestinal barrier function. Furthermore, the inclusion of wheat germ in the diet resulted in favorable changes in the gut microbiota composition. The LWG group showed increased relative abundances of beneficial bacteria, as well as higher levels of acetic acid, butyric acid, and valeric acid. Conversely, the relative abundances of harmful bacteria were decreased. These alterations in the gut flora were associated with changes in immune and cell cycle-related gene expression (*P* < 0.05). Overall, wheat germ diets, particularly the LWG diet have demonstrated a positive impact on various aspects of intestinal health. These include the maintenance of barrier function, improvement in digestive capacity, enhancement of antioxidant capacity, modulation of immune responses, and regulation of inflammatory processes. Additionally, wheat germ diets contribute to favorable changes in the structure and metabolism of the gut microbiota (Figure 5).

**FIGURE 5:**
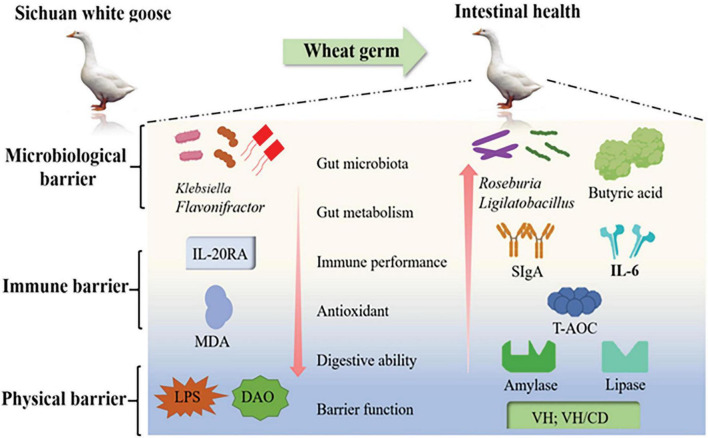
Wheat germ diets have a positive impact on various aspects of intestinal health. These include the maintenance of barrier function, improvement in digestive capacity, enhancement of antioxidant capacity, modulation of immune responses, and regulation of inflammatory processes.

## Data Availability

The data presented in the study are deposited in the NCBI Gene Expression Omnibus (GEO), accession number GSE275529.

## Footnotes

1
https://david.ncifcrf.gov/

How the deposited data were processed for this re-analysis (not part of the article)

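The jejunum of 12 Sichuan white geese was analyzed by RNA-seq, with 4 geese in each of the Con (0% wheat germ), LWG (21.8%) and HWG (43.6%) groups after 12 weeks of feeding. The paper reports that reads of 150 bases were filtered with fastp and aligned with HISAT2 and that transcript levels were estimated with StringTie, and the versions of these tools are not stated in its text or in the sample descriptions. The table deposited by the authors holds 18007 genes with a whole-number count per gene and goose, with nothing to show a normalization. For each goose, the authors also give FPKM values, which StringTie computes from the length of the transcripts and the number of mapped fragments. The table names 670 RefSeq scaffolds, while the methods name an assembly of the Sichuan white goose, and 15158 of its gene numbers are found in a RefSeq gene table of another goose assembly that was used for names only. Positions of genes are therefore not given.

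The counts were checked before use. All 66 pairs of libraries were compared, and the smallest chi-square per degree of freedom was 92.9, so no pair of columns held the same library. Small counts gathered at multiples of 4 and the counts summed to more than the filtered read pairs, so a count is not a single read pair and the number of read pairs behind a value is not known. At 4 counts per read pair, a library would hold 10759974 pairs on average. Intervals for counting error are not given for this reason, and the errors printed are those between geese.

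Before the data were examined, limma on log2(FPKM + 0.1) had been set as the test unless the table held counts, and edgeR on the counts if it did; since it did, edgeR was used and limma became an alternative. In R 4.3.3, edgeR 4.0.16 filtered the genes with filterByExpr, which left 14863, scaled them by TMM and fitted a quasi-likelihood model with the group as the only factor to all 12 libraries. The LWG and HWG groups were each compared with the Con group and with each other by the quasi-likelihood F-test, and p-values were adjusted by the Benjamini-Hochberg method. Genes were counted at an adjusted p under 0.05, and also at the thresholds of the Results, an unadjusted p under 0.05 and a log2 fold change beyond 1.5. Principal components, correlations and scores used log2 CPM with a prior count of 2. The share of variation due to the groups was computed from log2(FPKM + 0.1) of genes with a mean FPKM of at least 0.5, over all divisions of the geese.

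Of 31 gene lists written beforehand, 28 had at least 5 tested members and were tested with camera of limma 3.58.1 with a preset correlation between genes of 0.01, and again with an estimated correlation. The lists of genes that the study itself named were left out of the adjustment over lists. GO terms and KEGG pathways were taken from the deposited table, in which 638 GO entries are given as removed, and were tested with Fisher's exact test. DAVID, which the paper used, could not be run. The genes named were those that the paper names, the 10 genes with a symbol and the smallest p in each direction for LWG and for HWG against Con, up to 4 members with the smallest p of each called list and of lists fixed beforehand, and a set of cytokine, immunoglobulin, junction and polyamine genes. No fold change is given for DLK1 and EGF, whose counts were 0 in all Con libraries.

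As alternatives, limma was run with pseudocounts of 0.1, 1 and 0.01, without a filter, without the trend, with array weights and on scaled or quantile-normalized FPKM, and edgeR without a filter, with a mean FPKM of at least 1, with a robust prior, with the replicate number as a block, on the groups compared alone and without each library in turn. DESeq2 1.42.0 was run on the same counts. Added after the data were seen were the size factors of DESeq2 in edgeR, a covariate from GATA4 and HOXA10, and counts divided by 4 in edgeR and DESeq2. The test was also run on simulated data. Computations for tables and plots used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The other measurements of the paper have no data in the deposit and were left out.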

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

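The test of the crypt list and the fit with GATA4 and HOXA10 as a covariate were chosen after the results had been seen. Between the HWG and Con groups, for which the paper's text names no genes, 15 of 28 gene lists were called by camera with the preset correlation, and 0 with an estimated correlation, where the adjusted p ran from 0.175 to 0.610 over these 15. Without Con replicate 3, 8 lists were called. Smooth muscle genes were higher in HWG geese in all 23 tested members, with a mean log2 fold change of 0.67, and 7 had an unadjusted p under 0.05, 0 an adjusted p under 0.05 from edgeR and 0 when adjusted over the list alone. Their score was −0.80 in HWG replicate 3, below 3 of the 4 Con geese, and the mean was 0.37 without HWG replicate 2 and 1.03 without Con replicate 4. TPM2 had a log2 fold change of 0.96, FLNC one of 1.04 (1.69 without Con replicate 4) and MYL9 one of 0.90 (0.56 without HWG replicate 2). Genes of enteric neurons and glia had a mean of 0.45, those of B and plasma cells 0.38, of immediate-early and stress responses 0.25, of inflammation 0.25, of crypt stem cells 0.25, of fibroblasts and matrix 0.24, of blood and lymph vessels 0.21 and of T and NK cells 0.21. Genes of sterol and fatty acid synthesis were lower in HWG geese, with a mean of −0.53, and HSD17B7 had a log2 fold change of −0.84. Lower as well were mineral absorption (mean −0.43), the cell cycle (−0.39), fatty acid oxidation (−0.28, with PPARA at −1.28, and at −0.85 without Con replicate 3), enterocyte genes (−0.26) and the interferon response (−0.25). Only 5 of the 15 lists, those of the cell cycle, sterol and fatty acid synthesis, smooth muscle, enteric neurons and glia and immediate-early responses, stayed called with any 1 library left out. Without Con replicate 3, the mean was 0.15 for enterocyte genes, −0.11 for mineral absorption, −0.053 for fatty acid oxidation, 0.11 for fibroblasts and matrix, 0.14 for vessels and 0.37 for T and NK cells. Without Con replicate 4, it was −0.22 for the cell cycle, 0.68 for enteric neurons and glia, −0.44 for enterocyte genes, 0.38 for fibroblasts and matrix, and 0.097 for T and NK cells. Without Con replicate 1, it was 0.11 for T and NK cells, and without Con replicate 2, it was 0.84 for B and plasma cells, −0.43 for enterocyte genes and −0.16 for the interferon response. Without HWG replicate 1, it was −0.12 for enterocyte genes and −0.076 for the interferon response, and without HWG replicate 2, it was −0.11 and −0.44 for the same lists and 0.14 for fibroblasts and matrix. Without HWG replicate 3, it was −0.26 for the cell cycle, −0.87 for mineral absorption, −0.46 for fatty acid oxidation, −0.81 for enterocyte genes, −0.15 for the interferon response, 0.39 for fibroblasts and matrix and 0.37 for vessels. Without HWG replicate 4, it was −0.12 for enterocyte genes, 0.13 for vessels and 0.14 for crypt stem cells. Of the 35 divisions of the HWG and Con geese, 7 called at least 15 lists and the highest of the others called 19, so chance cannot be excluded.

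The HWG and LWG groups differed from each other in 15 lists by the same test, which compares the effects of both diets directly, and in 0 with an estimated correlation, where the adjusted p was 0.474 or more. Enterocyte functions were lower in HWG than in LWG geese, with means of −0.91 for brush border digestion, −0.87 for nutrient transport, −0.86 for enterocyte genes, −0.76 for fat absorption, −0.63 for mineral absorption, −0.60 for sterol and fatty acid synthesis, −0.53 for fatty acid oxidation and −0.36 for tight junctions. Genes of fibroblasts and matrix were higher in HWG than in LWG geese (mean 0.58), with 19 of 35 at an unadjusted p under 0.05, 0 at an adjusted p under 0.05 from edgeR and 16 when adjusted over the list alone. Blood and lymph vessels had a mean of 0.51, the cell cycle 0.50, smooth muscle 0.48, crypt stem cells 0.43, enteric neurons and glia 0.29 and polyamine genes 0.17. With any 1 library left out, 10 of the 15 lists stayed called, and mineral absorption, sterol and fatty acid synthesis, smooth muscle, enteric neurons and glia and polyamine genes did not. HWG replicate 3 ran against the others, and without it the mean was −2.05 for brush border digestion, −1.33 for nutrient transport, −1.41 for enterocyte genes, −1.36 for fat absorption, −1.06 for mineral absorption, 0.77 for smooth muscle and 0.44 for enteric neurons and glia. Without HWG replicate 2, smooth muscle had a mean of 0.18. Without LWG replicate 3, it was −0.12 for mineral absorption, −0.25 for sterol and fatty acid synthesis and −0.089 for tight junctions, and without LWG replicate 4, it was −0.42 for fat absorption, 0.80 for the cell cycle and 0.18 for enteric neurons and glia, which had 0.48 without LWG replicate 2. Of the 35 divisions of the HWG and LWG geese, 6 called at least 15 lists and the highest of the others called 18, so chance cannot be excluded here either.

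The cell cycle list was lower in LWG geese than in Con geese, where 45 of 46 genes pointed the same way, while enterocyte genes were higher (mean 0.60, with 0.98 without Con replicate 3 and 0.39 without LWG replicate 4) and genes of fibroblasts and matrix (−0.34, with −0.20 without Con replicate 4) and of vessels (−0.30, with −0.51 without LWG replicate 1) were lower. With the GATA4 and HOXA10 covariate, the mean log2 fold change of the cell cycle list was −0.93. This does not decide on the position of the sampled piece along the intestine. Both groups held 2 geese with HOXA10 above GATA4 and 2 with GATA4 above HOXA10, so the covariate could hardly move the mean. Spread between geese stays open, as the exact permutation p of the list score was 0.0857. A lower share of crypts in the LWG pieces cannot be told apart from a lower rate of division by these lists. The crypt list had a mean of −0.18, and the cell cycle score minus the crypt score differed by −0.74 (exact permutation test, p = 0.229). From histology, the paper reports taller jejunal villi in the LWG group and no significant change in jejunal crypt depth. That bears on the share of crypts but was not compared with the lists. Another change in the mix of cells was not tested and stays open. The cell cycle and enterocyte scores had opposite signs in Con replicates 2 (0.74 and −0.74), 3 (−0.40 and 0.97) and 4 (0.90 and −0.95). They did so in LWG replicate 3 (−0.24 and 0.95) as well. The signs were the same in Con replicate 1 (0.41 and 0.33) and in LWG replicates 1 (−0.86 and −0.01), 2 (−1.04 and −0.09) and 4 (0.16 and 1.11). An effect of the LWG diet stays open as well, and the 12 lists called between LWG and Con were matched or exceeded in 11 of 35 divisions (highest of the others 16), so that chance cannot be excluded for them.

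For 3 results, 1 goose lay far from the other 3 of its group by Dixon's ratio of the gap to the range. These were the nutrient transport score in the Con group (ratio 0.911), where Con replicate 3 stood apart, the T and NK cell score in the LWG group (0.888), where LWG replicate 1 stood apart, and the log2 CPM of NEURL1 in the Con group (0.873), where Con replicate 4 stood apart. Of 162 groups of values tested, 3 were past the limit, and chance alone gives about 8.1.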

How the results depend on the processing

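The size factors of DESeq2, the covariate and the counts divided by 4 were chosen after the data had been seen. For LWG against Con, no gene higher and none lower at an adjusted p under 0.05 was the result of 14 of 18 alternatives in each direction. DESeq2 called 17 higher and 20 lower, DESeq2 on counts divided by 4 called 14 and 17, limma with array weights 3 and 21, and limma on log2(FPKM + 0.01) with no filter 1 and 1; leaving out 1 library gave 0 higher and 0 to 1 lower. For HWG against Con, DESeq2 called 1 higher and 4 lower, DESeq2 on counts divided by 4 called 1 and 4, and limma on log2(FPKM + 0.01) with no filter 0 and 1; leaving out 1 library gave 0 higher and 0 to 2 lower, the 2 without HWG replicate 3. For HWG against LWG, DESeq2 called 113 genes, DESeq2 on counts divided by 4 called 105, the replicate number as a block 8, array weights 4 and the covariate 2; leaving out 1 library gave 0 to 108, the 108 without HWG replicate 3.

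At the stated thresholds, the 71 genes higher in LWG were 38 with limma on log2(FPKM + 0.1), 21 with + 1, 38 with + 0.01, 138 with + 0.01 and no filter, 43 on median-ratio scaled FPKM, 45 on quantile-normalized FPKM and 36 without the trend; in edgeR they were 139 with no filter and 39 with a mean FPKM of at least 1. The 30 lower genes were 5 with limma on log2(FPKM + 1), 143 with + 0.01 and no filter, 13 on median-ratio scaled FPKM and 70 with array weights; in edgeR they were 90 with no filter, 8 with a mean FPKM of at least 1, 18 with the groups compared alone and 15 with counts divided by 4, where 13261 genes were tested. The thresholds of the methods gave 314 and 125, the lines of Fig. 4B 153 and 125 and those of the legend 0 and 0. Leaving out 1 library gave 68 to 166 higher and 22 to 79 lower. More or fewer low-count genes enter the test with the filters, with a library left out (15027 to 15079 genes) and with counts divided by 4; otherwise the cause was not tested.

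The group share of 22.8% ranged from 21.6% to 31.5% with 1 library left out, with an exact permutation p of 0.0372 without HWG replicate 3, and none of its 8 other alternatives changed its side of the threshold. The 12 lists of LWG against Con became 1 with an estimated correlation and 10 to 14 with 1 library left out, and the 15 lists of HWG against Con became 0 and 8 to 19. Where the estimated correlation exceeds the preset one, as in each of these 12 and 15 lists, it widens the error of a list. GO and KEGG terms, 0 at the stated thresholds, were 3 with the thresholds of the methods.

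Of 5584 values of the named genes under the alternatives, 5509 kept their direction and side of the threshold, 72 came past it and 3 reversed. The reversals were all in LWG against Con and with 1 library left out. None of these genes was called by edgeR on all libraries, so a value that stayed uncalled counted as kept. This tally therefore bears on the direction and not on the strength of the changes. With 1 library left out, PAX5 ranged from −0.47 (without LWG replicate 1) to 4.07, SLC7A11 from −0.37 (without LWG replicate 1) to 2.10 and PIGR from −0.50 to 0.037 (without Con replicate 3). Of 783 values of the named lists, 712 held and 70 were no longer past the threshold, and the enterocyte list of HWG against Con ranged from −0.81 to 0.15, the latter without Con replicate 3. The cause was not tested. Nothing states that the replicate numbers pair the geese, and their correlations do not settle it. Same-numbered geese of different groups correlated by 0.039 on average (−0.282 to 0.377), and the other pairs by −0.013. Over 0.1 were 6 of the 12 same-numbered pairs and 10 of the 36 others. The replicate number as a block gave 8 genes for HWG against LWG. Since the number of read pairs per count is not known, depth limits the genes with few counts most, and IL6, IL1B and IL10 could not be tested.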

Differences from the paper's values

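The comparison with the direction exchanged, the counts divided by 4 and the uncentred decomposition were chosen after the results had been seen. The paper's number of genes up-regulated in the LWG group is 17, and 71 genes were higher here at the thresholds of its text. Of the alternatives set before the data were examined, only limma on log2(FPKM + 1) came within 1.5 times the paper's number, with 21, while it gave 5 lower genes against the paper's 25; all other alternatives differed. The paper's number of down-regulated genes is 25, and the 30 lower here lie within 1.5 times of it.

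With the direction exchanged, the paper's 17 stands against 30 lower genes and the paper's 25 against 71 higher genes, and both pairs differ. For the 17, limma on log2(FPKM + 0.1) (23), on median-ratio scaled FPKM (13), on quantile-normalized FPKM (21) and without the trend (22), edgeR on the 2 groups compared alone (18), on counts divided by 4 (15) and without Con replicate 4 (22), and DESeq2 on counts divided by 4 (20) came within 1.5 times. For the 25, limma on log2(FPKM + 1) (21) and limma without the trend (36) did so, and the other alternatives did not. Limma on log2(FPKM + 0.1) without the trend was the only one within 1.5 times for both. At an adjusted p under 0.05 with no limit on the fold, which is another threshold, DESeq2 gave 20 lower and 17 higher genes.

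The paper lists 10 genes of the table as up-regulated and 15 as down-regulated in the LWG group, and 24 of these 25 ran in the other direction here. CDKL1, with a log2 fold change of 1.41, had the direction that the paper gives. This tally was 24 of 25 in each setting in which all 25 genes were measured, 23 of 24 in those with 24 and 22 of 23 with a mean FPKM of at least 1. For THBS1, which the paper gives as up-regulated, the log2 fold change was −0.89, and for IL20RA, given as down-regulated, it was 1.58. MMRN1, given as up-regulated in the Results and as down-regulated in the Discussion, had a log2 fold change of −1.32, which has the direction of the Discussion. The paper calls all 25 genes, and 11 of them passed the stated thresholds here. KIF20B passed them with limma on log2(FPKM + 0.1), with and without the trend and with array weights, with limma on log2(FPKM + 0.01), and in edgeR without Con replicate 3 or LWG replicate 4. PMAIP1 passed with the replicate number as a block (99 genes higher and 32 lower in all) and without Con replicate 3, Con replicate 4 or LWG replicate 4, SLC6A4 without Con replicate 3, and CDKL1 without Con replicate 4 or LWG replicate 2. At an adjusted p under 0.05, DESeq2 called 16 of the 25, namely CENPF, CEP85, CLCN1, CPED1, HTRA1, IL20RA, KIF20B, MAP3K8, MMRN1, NEURL1, OTOP2, PLXDC2, PMAIP1, RGSL1, THBS1 and TMIGD1, limma with array weights called 7, and edgeR without Con replicate 3 called CPED1. LXDC2, which the paper also lists, is not among the table's symbols.

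The paper names 12 GO terms and 5 KEGG pathways as enriched, and none of the terms tested here passed an adjusted p of 0.05 at the stated thresholds. With the fold limits of the methods, microtubule motor activity had 7 genes (adjusted p = 0.145) and microtubule-based movement 8 (adjusted p = 0.0786) and neither was called, while mitotic cytokinesis, kinesin complex and microtubule binding, which the paper does not name, were called. Without adjustment, mineral absorption (p = 0.00913) and amoebiasis (p = 0.00923) were under 0.05 by Fisher's exact test at the stated thresholds, and with the fold limits of the methods these were microtubule-based movement (p = 0.00014), microtubule motor activity (p = 0.00031), mineral absorption (p = 0.0182), the cell cycle (p = 0.0212), ATPase activity (p = 0.0303), amoebiasis (p = 0.0328) and protein homodimerization activity (p = 0.0451), all by Fisher's exact test. The paper gives good replication within groups from Fig. 4A. Libraries of the same group correlated by 0.940 to 0.967 (mean 0.952), and those of different groups by 0.928 to 0.965 (mean 0.949). The groups accounted for 22.8% of the variation (exact permutation test, p = 0.178), which is another measure than the likeness of replicates. The percents on the axes of Fig. 4A match an uncentred decomposition of the FPKM values, which gave 87.2% and 5.90%. Components of gene-centred FPKM held 44.0% and 18.1%.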

Other observations

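The tests of the direction of the named genes and of CDKL1, of the HOX genes, of the diet as the cause of the GATA4 and HOXA10 states, the covariate and the divisions of the geese for HWG against LWG past the stated thresholds and for both HWG comparisons at an unadjusted p under 0.05 were chosen after the results had been seen. Between the HWG and Con groups, no gene was called at an adjusted p under 0.05 from edgeR, 619 had an unadjusted p under 0.05, and DESeq2 called 1 higher and 4 lower. Without HWG replicate 3, edgeR called 2 genes lower. Among the genes lower in the HWG group, those with the smallest p were RNF217 with a log2 fold change of −1.33 and PGAP1 with −1.77 (adjusted p = 0.858 for both from edgeR), PCGF5 at −1.21, LRCH2 at −1.10 and NR2C2 at −0.73. DICER1 was at 46.0 ± 7.21 CPM in Con geese and 24.0 ± 9.26 CPM in HWG geese. The gap junction gene GJA1 was higher, at 84.2 ± 18.1 CPM in HWG geese against 45.3 ± 7.67 CPM in Con geese, and so were LAMB2 (log2 fold change 0.91), ASS1 (0.91), MARCO (0.85) and JAG2 (0.67). Of the 25 genes that the paper lists for LWG, 4 had an unadjusted p under 0.05 in HWG geese, with CENPF, KIF20B and MMRN1 lower and MAP3K8 higher. At the stated thresholds, 25 genes were higher and 48 lower in HWG than in Con geese. The 25 became 50 without Con replicate 1, 56 without Con replicate 2, 51 without Con replicate 3, 71 without Con replicate 4 and 50 without HWG replicate 3, and the 48 became 162 without HWG replicate 3. The 619 became 405 without HWG replicate 1 and 1653 without HWG replicate 3.

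Between the HWG and LWG groups, no gene was called by edgeR at an adjusted p under 0.05, 1569 had an unadjusted p under 0.05, and DESeq2 called 45 higher and 68 lower. Without HWG replicate 3, edgeR called 108. The 1569 became 955 without HWG replicate 1, 1041 without HWG replicate 2 and 3004 without HWG replicate 3. At the stated thresholds, 55 genes were higher and 140 lower in HWG than in LWG geese, with 93 higher without LWG replicate 1, 91 higher without LWG replicate 2, 93 lower without HWG replicate 1, and 83 higher and 386 lower without HWG replicate 3. With the GATA4 and HOXA10 covariate, edgeR called 2 genes, CYSTM1 with a log2 fold change of −1.98 and HSD17B11 with −1.26 (adjusted p = 0.0376 for both). FABP6 was lower in HWG than in LWG geese by a log2 fold change of −1.97 (adjusted p = 0.338 from edgeR).

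The 8 geese of a comparison can be divided into 4 and 4 in 35 ways. At an adjusted p under 0.05 the real count was 0 in each comparison, which all 35 of 35 divisions match whatever their calls, so these counts do not bear on chance; the highest of the others was 24 for LWG against Con, 99 for HWG against Con and 1 for HWG against LWG. Past the stated thresholds, 15 of 35 divisions had as many genes as the real 101 of LWG against Con (highest 265), 17 of 35 as many as the real 73 of HWG against Con (highest 293) and 5 of 35 as many as the real 195 of HWG against LWG (highest 299). With an unadjusted p under 0.05, 8 of 35 had as many as the real 985 of LWG against Con (highest 2450), 16 of 35 as many as the real 619 of HWG against Con (highest 2498) and 5 of 35 as many as the real 1569 of HWG against LWG (highest 3126). Chance cannot be excluded for these 6 counts. Divisions that call several times the real number point to a structure of the samples. For LWG against Con, the division with 24, 265 and 2450 genes set LWG replicates 1 and 2 and Con replicates 2 and 4, which had HOXA10 above GATA4, against the 4 geese with GATA4 above HOXA10. The highest divisions of the HWG comparisons followed these genes only in part. The division with 293 genes for HWG against Con kept the 3 geese with HOXA10 above GATA4 together. Those with 99 and 2498 genes for HWG against Con, and with 299 and 3126 for HWG against LWG, left 1 of the 3 such geese on the other side. The divisions that kept these 3 together reached 1884 and 2051 genes at an unadjusted p under 0.05.

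In the LWG group, the lists of nutrient transport (mean log2 fold change 0.59), brush border digestion (0.60), enterocyte genes (0.60), fat absorption (0.50) and fatty acid oxidation (0.25) were called higher than in the Con group. Those of fibroblasts and matrix (−0.34), blood and lymph vessels (−0.30) and polyamines (−0.16) were called lower. None of these was called with an estimated correlation, where the adjusted p ran from 0.381 to 0.770. Fat absorption, fatty acid oxidation and polyamines each lost the call with some single library left out. Without Con replicate 3, the mean was 0.998 for nutrient transport, 1.43 for brush border digestion, 0.98 for enterocyte genes, 0.86 for fat absorption and 0.45 for fatty acid oxidation. Without Con replicate 4, it was 0.35 for brush border digestion, 0.33 for fat absorption, 0.13 for fatty acid oxidation and −0.20 for fibroblasts and matrix, and without Con replicate 2, it was 0.36 for brush border digestion and 0.12 for fatty acid oxidation. Without LWG replicate 4, it was 0.39 for enterocyte genes, 0.19 for fat absorption and 0.11 for fatty acid oxidation, which had 0.16 without LWG replicate 3. Without LWG replicate 1, it was 0.42 for fatty acid oxidation and −0.51 for vessels. FABP1 had a log2 fold change of 2.52 (standard error 1.16), and of 1.29 without LWG replicate 4, ANPEP one of 1.07, and 1.78 without Con replicate 3, and SLC46A1 one of 1.14, while LYVE1 had one of −1.10 and MMP2 one of −0.73 (adjusted p = 0.652 for both from edgeR). ODC1, the first enzyme of polyamine synthesis, was at 60.8 ± 14.0 CPM in Con geese, 42.3 ± 10.7 CPM in LWG geese and 40.7 ± 6.72 CPM in HWG geese. The list of tight junctions was not called (mean 0.11, adjusted p = 0.171), with OCLN at 0.54 (standard error 0.201) and TJP1 at −0.08, and neither was that of antioxidant genes (mean 0.02, median −0.05, adjusted p = 0.546), with SOD1 at −0.41, and at −0.27 without LWG replicate 1. Not called in the LWG group were also smooth muscle (mean 0.19), mucus and goblet cells (0.13), mineral absorption (0.19, median −0.05), sterol and fatty acid synthesis (0.07), enteric neurons and glia (0.16), enteroendocrine cells (−0.19), circadian genes (0.11) and xenobiotic metabolism (0.19).

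For the 25 genes that the paper lists, 24 ran against its stated direction. Single genes entered in the wrong list are argued against by the same 24, since they leave only CDKL1 as stated. A ratio taken as Con over LWG may account for the 24, and Fig. 4B is titled with Con first. The Con and LWG columns exchanged between the deposited table and the paper cannot be told apart from it, since the match with Fig. 4A, where LWG replicate 4 has a loading of 0.489 on the second uncentred component, rests on 1 library. Either would turn all 25 genes and is argued against for CDKL1, whose log2 fold change of 1.41 (standard error 0.410) has the stated direction. No biological explanation was tested.

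GATA4 and HOXA10, picked out after their values were seen, were high in different geese except in Con replicate 2, which had 2.66 CPM of GATA4 and 10.0 CPM of HOXA10, with HOXA10 above GATA4 in 5 samples (2 Con, 2 LWG and 1 HWG) and GATA4 above HOXA10 in the other 7, and a log2 difference in GATA4 of −7.73 between them. A lower share of epithelium in these 5 samples is argued against as the whole cause. The 6 markers of epithelium of any segment had a median log2 difference of −0.24, far smaller than that of GATA4. A somewhat lower share is not excluded, as only 2 of the 6 were higher in these samples and KRT20 had a difference of −0.70. Wheat germ in the diet as the whole cause is argued against as well, since all 3 groups hold both states. Another position of the sampled piece along the intestine may be the cause but cannot be told apart from other causes. In the 5 samples, 5 of 5 posterior HOX genes were higher, with a median log2 difference of 1.00. So were 11 of 12 anterior HOX genes, with a median over all 12 of 0.5. The one-sided Fisher's exact test (p = 0.706) does not decide, since with nearly all HOX genes higher it could not have given a smaller p. CALB1, likewise picked out afterwards, ranged from 9.59 to 19960 CPM over the 12 geese.

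The changes in LWG and in HWG geese share the same 4 Con geese. Their log2 fold changes correlated across genes, which are not independent replicates, with r = 0.325, and 58.5% of genes had the same sign in both. In 20 simulated sets without any effect of the diet, the shared controls alone gave a mean r of 0.498 and the same sign in 66.7% of genes. The simulated genes varied independently of each other, which real genes need not do. The simulation therefore does not show how far r can stray without an effect, and nothing is concluded about the diets. For differences in mean log2 CPM, r was 0.318 with all 4 Con geese shared. With the Con geese split so that each diet had its own pair, the mean r of these differences over 6 splits was −0.07.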
